# Cell-type-specific control of secondary cell wall formation by Musashi-type translational regulators in *Arabidopsis*

**DOI:** 10.7554/eLife.88207

**Published:** 2023-09-29

**Authors:** Alicia Kairouani, Dominique Pontier, Claire Picart, Fabien Mounet, Yves Martinez, Lucie Le-Bot, Mathieu Fanuel, Philippe Hammann, Lucid Belmudes, Remy Merret, Jacinthe Azevedo, Marie-Christine Carpentier, Dominique Gagliardi, Yohann Couté, Richard Sibout, Natacha Bies-Etheve, Thierry Lagrange

**Keywords:** arabidopsis, musashi, stem, SCW, glucuronoxylan, RNA binding protein, *A. thaliana*

## Abstract

Deciphering the mechanism of secondary cell wall/SCW formation in plants is key to understanding their development and the molecular basis of biomass recalcitrance. Although transcriptional regulation is essential for SCW formation, little is known about the implication of post-transcriptional mechanisms in this process. Here we report that two *bonafide* RNA-binding proteins homologous to the animal translational regulator Musashi, MSIL2 and MSIL4, function redundantly to control SCW formation in *Arabidopsis*. MSIL2/4 interactomes are similar and enriched in proteins involved in mRNA binding and translational regulation. MSIL2/4 mutations alter SCW formation in the fibers, leading to a reduction in lignin deposition, and an increase of 4-*O*-glucuronoxylan methylation. In accordance, quantitative proteomics of stems reveal an overaccumulation of glucuronoxylan biosynthetic machinery, including GXM3, in the *msil2/4* mutant stem. We showed that MSIL4 immunoprecipitates *GXM* mRNAs, suggesting a novel aspect of SCW regulation, linking post-transcriptional control to the regulation of SCW biosynthesis genes.

## Introduction

As the main constituent of the terrestrial plant biomass, lignocellulose represents a huge reservoir of fixed carbon and a renewable resource for bioproducts and energy that is essential for human usages (Meents et al., 2018). Lignocellulose biomass enclosed mainly within secondary cell wall (SCW) reinforces vessels for long-distance transport and provides physical properties to fibers allowing upright growth of the plants (Meents et al., 2018; Scheller and Ulvskov, 2010). SCWs are composite material made of high-molecular-weight biopolymers, including cellulose, hemicelluloses, and lignin, as well as cell wall proteins whose composition and structure can differ markedly between dicots and monocots (Scheller and Ulvskov, 2010; Yokoyama and Nishitani, 2004). Cellulose is synthesized at the plasma membrane by the cellulose synthase complex and is composed of linear chains of β-(1–4) glucans that aggregate to form highly crystalline cellulose microfibrils (Scheller and Ulvskov, 2010; Yokoyama and Nishitani, 2004). Xylans, the main hemicellulosic polysaccharides in SCW, are synthesized in the Golgi apparatus by a complex biosynthetic machinery and comprise a group of polysaccharides that share a common backbone of β-(1,4)-linked xylose (Xyl) units, but differs by the presence of side chains, whose nature is dependent on tissues and species (Scheller and Ulvskov, 2010). In particular, glucuronoxylan, the dominant xylan in the SCW of dicots, is notably substituted at *O*-2 position with α-D-glucuronic acid (GlcA) or (4-O-methyl)-α-D-glucuronic acid (MeGlcA) groups, and with O-acetyl moieties at C-2 or C-3 positions (Scheller and Ulvskov, 2010). By interacting with the cellulose and lignin, xylans contribute to the strengthening of the SCW, and are considered to be one of the main factors contributing to the biomass recalcitrance to enzymatic hydrolysis (Yokoyama and Nishitani, 2004; Kumar et al., 2016). Finally, lignin polymers are made up of H, G, and S units which are the results of the oxidation and the polymerisation of the *p*-coumaryl, coniferyl and Synapyl alcohols, respectively. These monomers, also called monolignols are synthesized on the ER surface/cytoplasm prior to transportation to the cell wall. Lignins confer stiffness, strength and hydrophobicity to the SCW (Scheller and Ulvskov, 2010; Yokoyama and Nishitani, 2004; Kumar et al., 2016).

The metabolic load imposed by the coordinated production of SCW biopolymers emphasizes the importance for plants of having a precise control over temporal and spatial expression of the corresponding SCW biosynthetic genes. Based on founding studies performed in the *Arabidopsis* model, it is generally recognized that the SCW synthesis is primarily controlled at a transcriptional level by a multilayer and interconnected network of transcription factors/TFs (Taylor-Teeples et al., 2015; Zhang et al., 2018). Key players of this regulatory network are related NAC (NAM- ATAF1/2-CUC) and MYB-type TFs that induce, in a redundant and combinatorial manner, the expression of SCW biosynthetic genes by binding their promoter region (Taylor-Teeples et al., 2015). In addition, a family of Class III homeodomain leucine zipper (HD-ZIPIII) TFs, whose members control several aspects of *Arabidopsis* development, was also shown to interact with SCW regulatory network, contributing to xylem cell specification and SCW synthesis (Taylor-Teeples et al., 2015; Zhang et al., 2018). Although this transcriptional level of control can gain complexity in perennial plants, functional orthologs of the main regulators were identified in many different species, suggesting that SCW deposition proceeds via a conserved mechanism in all vascular plants (Myburg et al., 2014; Zhong and Ye, 2014). During the last decade, engineering the SCW regulatory network to deposit modified lignin and/or improve polysaccharide composition became a promising strategy to optimize biomass processability (Sibout et al., 2005; Whitehead et al., 2018). However, despite huge progresses in understanding the regulation of SCW synthesis, the engineering of SCW regulatory network to improve biomass yield and digestibility has proven difficult and often impairs plant growth because of altered vascular tissue development (Bonawitz and Chapple, 2013; Wang et al., 2016).

Downstream of transcriptional regulations by TFs, RNA-binding proteins (RBPs) are essential post-transcriptional modulators of gene expression across all kingdoms of life (Singh et al., 2015). However, although a large cohort of RBPs exists in plants (Reichel et al., 2016), there is little information about RBP-mediated posttranscriptional regulation of SCW biosynthetic genes. So far, only few microRNAs (miRNAs) families have been implicated in the post-transcriptional regulation of genes involved in both regulatory and enzymatic aspects of SCW biosynthesis (Zhang et al., 2018). In particular, miR165/166 were shown to target HD-ZIPIII transcriptional regulators, having a direct impact on the transcriptional network associated with SCW biosynthesis (Zhang et al., 2018). In the other hand, miRNA397/857/408 were shown to affect lignin content *via* the targeting of laccase/LAC genes, which control lignin polymerization from monolignols precursors (Wang et al., 2014; Zhao et al., 2015). In addition, two related tandem CCCH zinc-finger proteins, which exhibit both DNA and RNA binding abilities, have been proposed to modulate SCW formation by regulating the expression of genes associated with cell wall metabolism (Chai et al., 2015). Despite these mounting evidences, our current knowledge of the role of post-transcriptional regulators in SCW synthesis is still very limited.

In this work, we report that two RRM-domain containing RNA-binding proteins homologous to the animal translational regulator Musashi, Musashi-like2/MSIL2 and Musashi-like4/MSIL4, function redundantly to control various aspects of development, including the stiffness of the inflorescence stem in *Arabidopsis*. We show that RRM-dependent RNA-binding activity is essential for MSIL2/4 functions in vivo, and that MSIL2/4 interactomes are similar, being enriched in proteins involved in 3’-UTR binding and translational regulation. MSIL2/4 mutations alter the formation of SCW in the interfascicular fiber cells, leading to a reduction in lignin deposition, and a change in the decoration pattern of glucuronoxylan that is associated with an increase of 4-*O*-methylation of GlcA substituent. In accordance, quantitative mass-spectrometry-based protein analysis reveals an overaccumulation of glucuronoxylan biosynthetic machinery, including the GlucuronoXylan Methyltransferase3/GXM3, in the *msil2/4* mutant stem. We show that MSIL4 immunoprecipitates GXM3 mRNA in vivo, likely regulating its expression at a translational level. Our results demonstrate that MSILs regulate SCW synthesis in interfascicular fiber cells and point to a novel aspect of SCW regulation linking translational repression to regulation of SCW biosynthesis genes.

## Results

### Musashi-like MSIL2/4 proteins redundantly control specific *Arabidopsis* development processes

While many studies have implicated the MSIs in the control of gene expression during cellular proliferation, cell fate determination and cancer in animals (Fox et al., 2015; Kudinov et al., 2017), little is known about the presence and activity of MSI-type proteins in plants. In this work, we describe an RNA-binding protein family in *Arabidopsis*, whose members hereafter named as *MUSASHI-Like1* to *4/MSIL1-4*, share both sequence, domain organization, and model-based structural similarities with animal MSIs (Figure 1A and B). Phylogenetic analysis revealed that *Arabidopsis* indeed harbors a clade of seven *MSIL*-type genes with a prominent sub-clade harboring the *MSIL1-4* genes (Figure 1B). Notably, a neighboring sub-clade contains two genes, *RBGD2* and *RGBD4* (Figure 1B), that encode for heat-inducible RBPs implicated in the response to heat stress in *Arabidopsis* (Zhu et al., 2022). MSIL1-4 proteins share a common domain architecture consisting of two N-terminal RNA recognition motifs (RRM1 and RRM2) that are followed by a poorly conserved, intrinsically unstructured, carboxy-terminal region (Figure 1A and Figure 1—figure supplement 1A). The survey of the gene expression ARAPORT11 databases (https://araport.org/; http://fgcz-pep2pro.uzh.ch) revealed that the *MSIL1-4* genes are widely expressed in *Arabidopsis*, with *MSIL1* showing the lowest levels of expression (Figure 1C). Database searches further indicated that *MSIL* orthologs are widely distributed in land plants, from bryophytes to angiosperms (Figure 1—figure supplement 1B). To gain a mechanistic understanding of MSIL function in *Arabidopsis*, we determined the subcellular localization of these proteins by performing fluorescence microscopy on GFP-tagged versions of MSIL2 and MSIL4 (MSIL2G and MSIL4G). Both proteins showed a diffuse cytoplasmic distribution in root cells of stable *Arabidopsis* transgenic plants that contrasts with the nucleus and cytoplasmic distributions of the free GFP protein control (Figure 1D).

**Figure 1.**
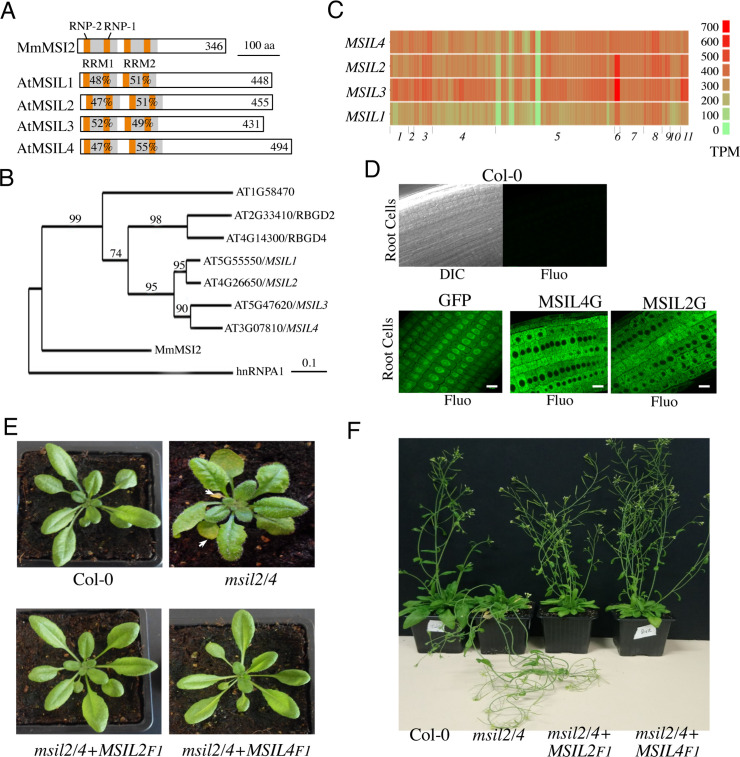
∣ Musashi-like MSIL2/4 proteins redundantly control development in *Arabidopsis*. (**A**) Schematic representation of the Musashi-like (MSIL) protein family in *Arabidopsis thaliana*. The invariant RNP1 and RNP2 motifs within the conserved RRM domains are indicated. Numbers refer to amino acid identities between the Mouse Musashi/MSI RRM1/2 domains and the corresponding domains in *Arabidopsis* MSIL homologs. (**B**) Evolutionary relationships between MSILs and related RNA-binding proteins. The scale bar indicates the rate of evolutionary change expressed as number of amino acid substitutions per site. (**C**) RNA-seq expression map of *MSIL* genes extracted from ARAPORT11. Shading is a log_2_ scale of transcripts per million (TPM). (**D**) General overview of the roots of 6-day-old wild type *Arabidopsis* seedlings (Col-0) or transgenic seedlings expressing either a free GFP protein or GFP-tagged versions of MSIL2/MSIL2G and MSIL4/MSIL4G. Scale bar, 10 μm. (**E**) Photographs of representative rosettes of Col-0, *msil2/4*, *msil2/4-MSIL*2F1 and *msil2/4-MSIL4*F1 plants. (**F**) Photographs of representative inflorescence stems of Col-0, *msil2/4*, *msil2/4-MSIL2*F1 and *msil2/4-MSIL4*F1 plants. Abbreviations: *Mus musculus* Musashi2 (MmMsi2); human heterogeneous nuclear ribonucleoprotein A1 (hnRNPA1).

**Figure 1—figure supplement 1.**
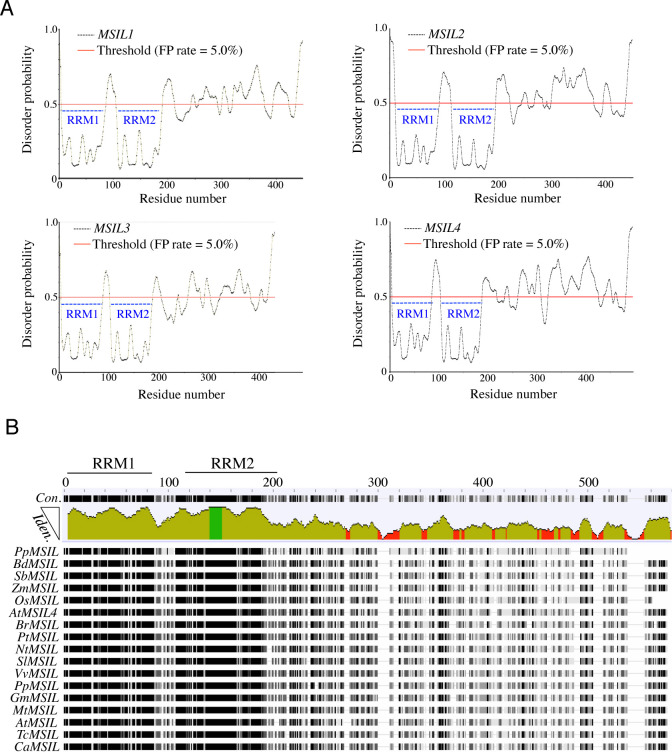
Organization et sequence conservation of plant MSIL proteins. (**A**) Protein disorder prediction of MSIL family members. Residues above/below the threshold probability of 0.5 (red line) are classified as disordered/structured with a false positive rate of 5.0%. The position of the RRM motifs is indicated with dashed blue bars. (**B**) Conservation tracks from the MUSCLE software for MSIL orthologs. Abbreviations: *Prunus persica* (Pp); *Brachypodium distachyon* (Bd); *Sorghum bicolor* (Sb); *Zea mays* (Zm); *Oryza sativa* (Os); *Brassica rapa* (Br); *Populus trichocarpa* (Pt); *Nicotiana tabacum* (Nt), *Solanum lycopersicum* (Sl); *Vitis vinifera* (Vv); *Physcomitrium patens* (Pp); *Glycine max* (Gm); *Medicago truncatula* (Mt); *Amborella trichopoda* (At); *Theobroma cacao* (Tc); *Coffea arabica* (Ca).

**Figure 1—figure supplement 2.**
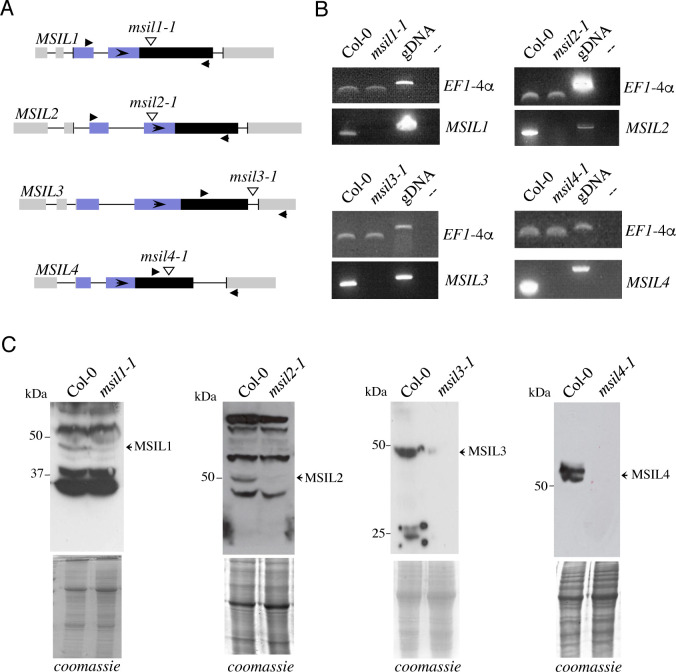
Identification of *msil* mutant lines. (**A**) Schematic representations of the *MSIL* loci and their associated T-DNA insertion lines. Exons are represented as boxes and introns as lines. Vertical arrowheads indicate T-DNA insertions and horizontal filled arrowheads the positions of primers used for RT-PCR analysis. (**B**) RT-PCR performed to characterize *msil* insertion mutants. No full-length *MSIL* transcripts are accumulated in mutants as revealed by amplification with specific primers. Expression of *EF1-4*α is shown as a loading control. gDNA represents genomic DNA as a template. (**C**) Western blots of total proteins from inflorescences of indicated genotypes performed with specific antibodies as indicated on the right. Coomassie blue staining are used as protein loading controls. Figure 1—figure supplement 2—source data 1.Uncropped gel of semi-quantitative RT-PCR performed to characterize the msil insertion mutants.*MSIL*1,2,3,4 specific primers were used to characterize and validate the nature of the insertion lines. Primers corresponding to EF1-4α gene were used to confirm the equilibration. Figure 1—figure supplement 2—source data 2.Uncropped western gel of MSILs from either wild-type or corresponding insertion mutant.Anti MSIL1,2,3,4 antibodies were used for the immunoblotting analysis.

**Figure 1—figure supplement 3.**
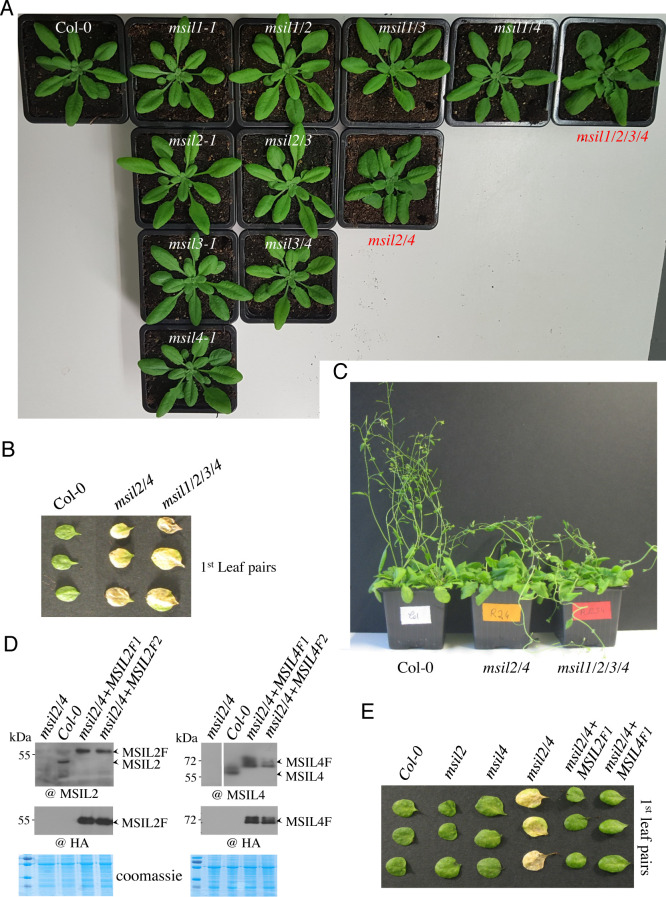
MSIL2/4 proteins redundantly control specific *Arabidopsis* development processes. (**A**) Three-week-old seedlings of wild type, *msil1-1*//*msil2-2*//*msil3-1*//*msil4-1* single mutants, *msil1/2//msil1/3*//*msil1/4//msil2/3//msil2/4*//*msil3/4* double mutants, and the quadruple mutant *msil1/2/3/4*. The *msil2/4* and *msil1/2/3/4* mutants are highlighted in red. (**B**). Phenotypes of the first leaf pairs of 29-day-old Col-0, *msil2/4* and *msil1/2/3/4* mutant plants. (**C**) Photographs of representative 70-day-old Col-0, *msil2/4* and *msil1/2/3/4* mutant plants. (**D**) Western blot analysis of Col-0, *msil2/4* mutant, and complemented *msil2/4* double mutant plants expressing Flag-HA-tagged versions of MSIL2 (MSIL2F1 and MSIL2F2) or MSIL4 (MSIL4F1 and MSIL4F2) proteins. Western blots were performed using either endogenous MSIL4 (top) or anti-HA (bottom) antibodies. Coomassie blue staining is used as protein loading controls. (**E**) Phenotypes of the first leaf pairs of 45 days-old Col-0, *msil2-1*, *msil4-1*, *msil2/4*, *msil2/4-MSIL*2F1, and *msil2/4-MSIL4*F1 plants. Figure 1—figure supplement 3—source data 1.Uncropped western gel of Col-0, msil2/4, and complemented msil2/4 mutant expressing Flag-tagged versions of MSIL2 and MSIL4 proteins.Western blots were performed using either endogenous MSIL4 (top) or anti-HA (bottom) antibodies. Coomassie gels are used as protein loading controls.

To further investigate the function of the MSILs in *Arabidopsis*, we raised specific antibodies against non-conserved regions of MSIL1-4 and characterized T-DNA insertion *msil* mutant lines that lack full-length *MSIL* mRNA and MSIL proteins as judged by RT-PCR and western blot experiments, respectively (Figure 1—figure supplement 2A–C). However, none of the four characterized single *msil* mutants showed any obvious phenotype (Figure 1—figure supplement 3A and data not shown). To assess the potential functional redundancy between *MSIL* genes, we crossed the single *msil* mutants together and characterized the six possible double mutant combinations (Figure 1—figure supplement 3A). Only the *msil2*-1/*msil4*-1 (*msil2/4*) double mutant showed discernable developmental abnormal phenotypes, including enlarged and curled leaves, early leaf senescence and a pendant inflorescence stem (Figure 1E and F and Figure 1—figure supplement 3A–C). To assess whether MSIL1 and MSIL3 also contribute to *Arabidopsis* development in the *msil2/4* double mutant background, we generated a *msil1*-1/*msil2*-1/*msil3-*1/*msil4*-1 (*msil1/2/3/4*) quadruple mutant that shows no particular or aggravated developmental phenotypes with respect to the *msil2/4* double mutant (Figure 1—figure supplement 3A–C). To test the functional redundancy of MSIL2 and MSIL4 proteins in vivo, we transformed the *msil2/4* double mutant with constructs coding either for a Flag/HA-tagged version of MSIL2 (MSIL2F) or MSIL4 (MSIL4F), and selected two independent transgenic plants expressing similar and near physiological levels of the tagged protein, as evaluated by western blot using our home-made antibodies (Figure 1—figure supplement 3D). The ectopic expression of either MSIL2F or MSIL4F proteins was able to rescue all the phenotypes associated with the MSIL2/4 defect (Figure 1E and F and Figure 1—figure supplement 3E). This confirms that MSIL2F and MSIL4F are functional proteins and more importantly that MSIL2 and MSIL4 redundantly control various aspects of development in *Arabidopsis*.

### RRM-dependent RNA-binding activity is essential for MSIL2/4 functions in vivo

Animal MSIs interact with target transcripts through their RRM domains and mutations in these domains have been shown to impair MSI activity in vivo (Chavali et al., 2017; Nguyen et al., 2020). MSILs are very similar to metazoan MSIs over their RRM sequences (Figure 1A and Figure 2—figure supplement 1A), a closeness of sequences also observed when homology models of the MSIL4 RRM motifs were generated using SWISS-MODEL (Biasini et al., 2014) and AlphaFold2 (Jumper et al., 2021) servers (Figure 2A and Figure 2—figure supplement 1B). Homology-based structure prediction proposed that these domains adopt the characteristic RRM fold with a four-stranded β-sheet structure bearing the conserved phenylalanine residues involved in the specific recognition of RNA bases (Daubner et al., 2013; Figure 2A and Figure 2—figure supplement 1A). This supports the idea that MSILs have retained the ability to interact with RNA, a notion further supported by the identification of MSIL2/4 proteins in the experimentally determined *Arabidopsis* mRNA-binding proteome (Reichel et al., 2016). To examine the requirement for the interaction of MSIL with RNA in developmental control, we first generated an RNA-binding mutant form of MSIL4, MSIL4^RRM^, by introducing phenylalanine to aspartate (F→D) mutations in both RRM domains (Figure 2B). Protein-RNA interaction assays using RNA homopolymers immobilized on agarose beads confirmed that the MSIL4, but not MSIL4^RRM^, exhibited intrinsic RNA binding activity in vitro (Figure 2C). To assess the impact of these mutations in vivo, the MSIL4G and MSIL4G^RRM^ constructs were expressed under the control of the *MSIL4* endogenous promoter into the *msil2/4* mutant, and two independent transformants expressing near physiological levels of the WT (*MSIL4G*-3 and *MSIL4G*-8), and mutant (*MSIL4G^RRM^*-3 and *MSIL4G^RRM^*-10) proteins were selected for further complementation analysis (Figure 2—figure supplement 2A). MSIL4G, but not MSIL4G*^RRM^* proteins were able to rescue the developmental defects incurred by *MSIL2/4* mutations (Figure 2D and Figure 2—figure supplement 2B–C), indicating that these proteins are likely to exert their functions by interacting with RNA targets in vivo.

**Figure 2.**
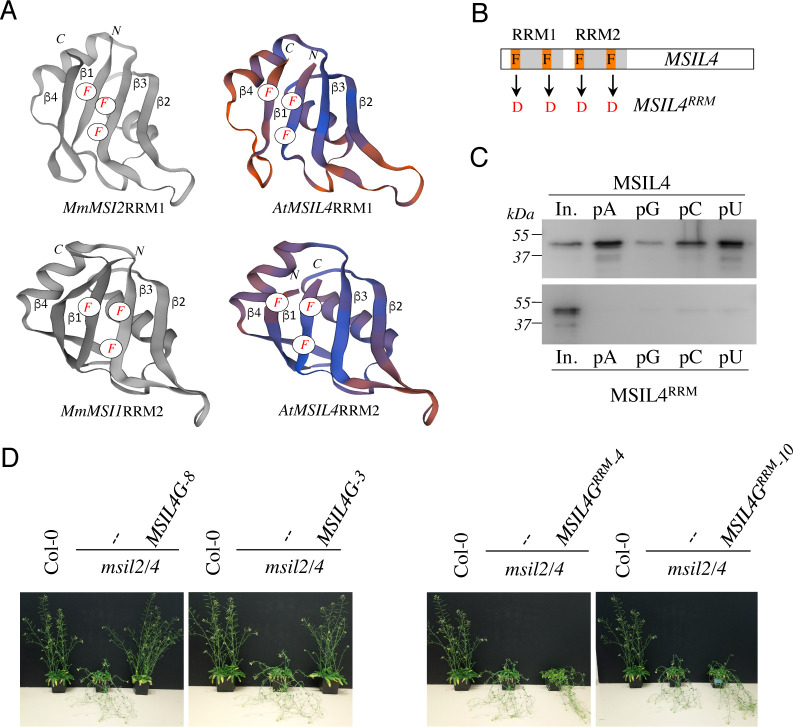
∣ RRM-dependent RNA-binding activity is essential for MSIL function in planta. (**A**) Experimentally determined structures of the RRM1 domain of MmMSI2 (PDB ID: 6C8U) and the RRM2 domain of MmMSI1 (PDB ID: 5x3 y), and models of the RRM domains of MSIL4 generated using the homology-modeling server SWISS-MODEL. The α-helices and β-sheets of RRM domain as well as the phenylalanine residues that contact RNA bases are highlighted. (**B**) Schematic representation of the mutations introduced in the RRM domains of MSIL4. (**C**) Binding assays of MSIL4 RRM domains on ssRNA homopolymers in vitro. Single-stranded polyA (pA), polyG (pG), polyC (pC), or polyU (pU) RNAs were subjected to binding with the His-tagged recombinant RRM domains from MSIL4 (upper part) or its mutated version (MSIL4^RRM^, lower part). An anti-His antibody was used for detection. In. represents the input fraction. (**D**) RRM-dependent RNA-binding activity is essential for MSIL2/4 function in stem. Photographs of representative inflorescence stems of Col-0 and *msil2/4* mutants complemented or not with a WT version of MSIL4 (MSIL4G-8 and 3) or an rrm mutant (MSIL4G^RRM^-3 and 10). Figure 2—source data 1.Uncropped Western gels of the binding assays of His-tagged recombinant Wild-type and mutant RRM domains.Western blots were performed using anti-His antibodies.

**Figure 2—figure supplement 1.**
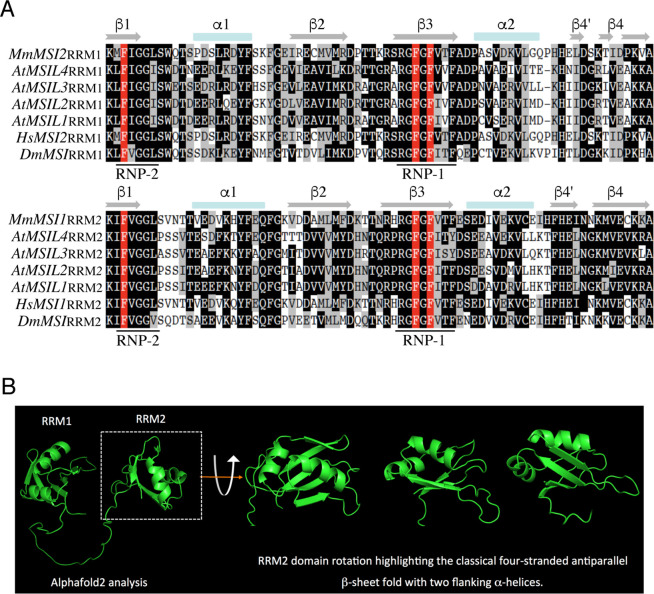
*Arabidopsis* lines expressing either wild-type or RRM-mutated forms of MSIL4 in the *msil2/4* mutant background. (**A**) Multiple sequence alignment of the RRM1 and RRM2 domains of MSILs and related proteins. The phenylalanine residues that interact with RNA bases in RNP2 and RNP1 regions are highlighted in red. (**B**) Alphafold 2 prediction of MSIL4 RRM domains. Only the RRM domains (1–175 amino acids) region was submitted to structure prediction.

**Figure 2—figure supplement 2.**
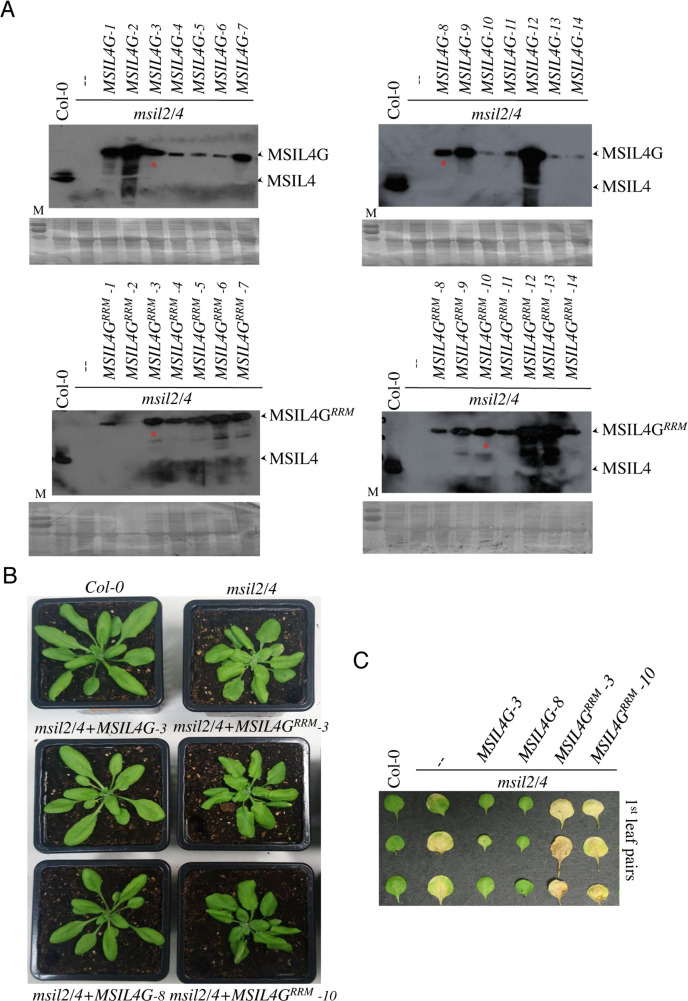
RRM-dependent RNA-binding activity is essential for MSIL function in vivo. (**A**) Analysis of transgenic *msil2/*4 mutant lines expressing either a wild type (MSIL4G, top panel) or a rrm-mutated version (MSIL4Gr; bottom panel) of MSIL4 protein. Expression of the GFP-tagged or endogenous forms of MSIL4 protein was analyzed by western blotting using anti-MSIL4 antibodies. The wild-type (MSIL4G-3, and MSIL4G-8) and RRM mutated (MSIL4G^RRM^-3, and MSIL4G^RRM^-10) MSIL4 lines further selected for analysis are marked with a red asterisk. (**B**) The wild-type (MSIL4G-3, and MSIL4G-8), but not the RRM domain mutated versions of MSIL4G (MSIL4G^RRM^-3, and MSIL4G^RRM^-10), are able to rescue the rosette and the (**C**) early senescence developmental phenotypes.

### MSIL2/4 protein interactomes are enriched in proteins involved in 3’-UTR binding and translational regulation

Animal MSIs modulate mRNA expression mostly at a translational level through binding to conserved motifs in the 3’-UTR of the target mRNA and further interactions with various mRNA binding partners (Fox et al., 2015; Weill et al., 2017; Cragle et al., 2019). To further characterize the components of the MSIL2/4 network in *Arabidopsis*, we performed affinity purification coupled to LC-MS/MS, as described in Scheer et al., 2021, using the complemented *MSIL2F1* and *MSIL4F1* lines. Consistent with their functional redundancy, MSIL2F1 and MSIL4F1 exhibit a similar protein interaction network, with 27 proteins significantly enriched in both MS analyses (Figure 3A and B, and Supplementary file 1). Examination of the PANTHER database (http://www.pantherdb.org) identified that MSIL2F1/4F1 are part of a protein-protein interaction network that was principally enriched in 4 categories of GO molecular functions, namely poly(A) binding protein (GO:0008143), mRNA 3-UTR binding (GO:0003730), single-stranded RNA binding (GO:0003727), and translation initiation factor activity (GO:0003743), highlighting the relationship between MSIL2/4 and the mRNA binding and regulatory proteome (Figure 3C).

**Figure 3.**
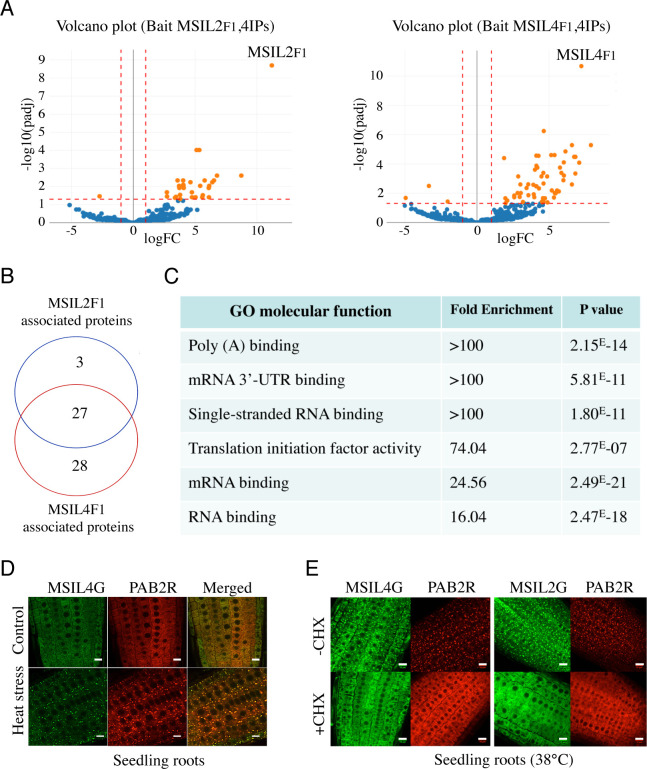
∣ MSIL2/4 protein interactomes are enriched in proteins involved in 3’-UTR binding and translation regulation. (**A**) The semi-volcano plots show the enrichment of proteins co-purified with MSIL2F1 and MSIL4F1 as compared with control IPs. Y- and X-axis display adjusted p-values and fold changes, respectively. The dashed lines indicate the threshold above which proteins are significantly enriched/depleted (fold change >2; adjP <0.05). (**B**) Venn diagram showing the overlap between the MSIL2 and the MSIL4 interactomes. (**C**) PANTHER-based classification of the GO molecular function that are overrepresented among the MSIL-interacting proteins. (**D**) Confocal monitoring of the colocalization of MSIL2G, MSIL4G and PAB2R in root tips of 8-d-old seedlings were monitored after 30 min of exposure to 38 °C (heat stress) or 20 °C for control treatment. (**E**) Cycloheximide treatment inhibits the formation of MSILG and PAB2R cytosolic foci. The transgenic plants expressing the stress granule marker PAB2R was used as a control. Root of 7-day-old seedlings expressing either MSIL4G, MSIL2G, or PAB2R were monitored after 1 hr of exposure to 38 °C in the presence of DMSO control treatment (DMSO) or in the presence of cycloheximide inhibitor (+CHX). Scale bar, 10 μm.

**Figure 3—figure supplement 1.**
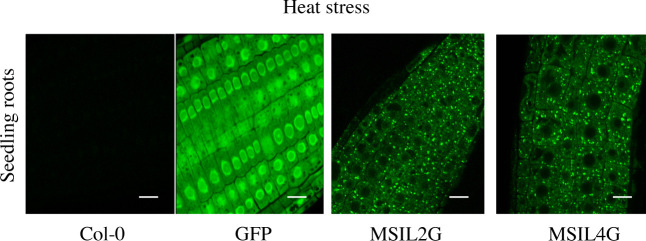
MSILs relocate to cytoplasmic granules under heat stress. General overview of the fluorescent images of root cells from either wild type or 35 S::GFP, MSIL2G, and MSIL4G transgenic plants experiencing heat stress (1 hr, 37 °C). While the localization of the free GFP protein remains unchanged upon heat stress, the MSILG proteins aggregate into cytosolic foci. Scale bar, 10 μm.

Many of the proteins present in the MSIL2/4 interactome, such as PABs, PUMs, UBP1 are involved in translation regulation and are targeted to stress granule (SGs) components, a membraneless cytoplasmic organelle that formed consecutive to the global inhibition of translation caused by heat-stress (Chantarachot and Bailey-Serres, 2018; Scutenaire et al., 2018). To assess the potential functional link between MSIL and those proteins, we crossed the MSIL2G/4 G plants with a functional PAB2-RFP/PAB2R line (Scutenaire et al., 2018), and assessed the localization of the fusion proteins before and after heat-stress in both parent and crossed lines. Fluorescence analysis revealed that MSIL2G/4 G, like PAB2R, show a dispersed cytoplasmic signal under normal condition, and are recruited to cytoplasmic granules that largely overlap with PAB2R-containing SG upon heat stress as judged by the yellow-orange appearance in the merged figure (Figure 3D and Figure 3—figure supplement 1), and by an independent analysis using the Colocalization Threshold plugin from ImageJ software (data not shown). Treatment with cycloheximide (CHX), a translation inhibitor that prevent SG assembly by trapping mRNAs at polysomes (Mahboubi and Stochaj, 2017), confirmed that those foci correspond to bonafide SGs (Figure 3E). These results were consistent with the RNA-binding protein-based signature and the nature of MSIL interactomes, further supporting a functional relationship between MSILs and the translation machinery in *Arabidopsis*.

### MSIL2/4 proteins regulate the molecular architecture of SCW in *Arabidopsis* fibers

Pendant stem inflorescence is a common phenotypic trait of *Arabidopsis* mutants defective in SCW biosynthesis, that results from a lack of mechanical support and rigidity (Zhang et al., 2018; Mitsuda et al., 2007). Given the current lack of knowledge of the role of post-transcriptional mechanisms in the control of SCW biosynthesis in plants, we henceforth focused our analysis on the pendant stem phenotype of the *msil2/4* double mutant. Survey of the *Arabidopsis* inflorescence stem tissue-specific transcriptome database (Shi et al., 2021) indicated that the *MSIL2/4* genes are highly expressed in the SCW-forming interfascicular fiber (*if*) and xylem vessel (*xy*) cells (Figure 4A). Toluidine blue O staining and microscopic analysis of Col-0 and *msil2/4* mutant stem cross-sections revealed no major changes in the architecture of both the interfascicular and xylary fibers in the mutant stem. Notably, xylem cells deformation or collapse, which are a characteristic of mutants deficient in SCW synthesis, were not observed in the *msil2/4* mutant (Figure 4B). However, the examination of the cell wall thickness in cross sections of stems revealed that the interfascicular fiber cells display a significantly thinner SCW in *msil2/4* mutant (Figure 4C). UV autofluorescence and phloroglucinol staining of the Col-0, *msil2/4*, *msil2/4+MSIL2* F1, and *msil2/4+MSIL4* F1 stem sections revealed a reduced lignin signal in the interfascicular fibers of the *msil2/4* mutant compared to Col-0 or complemented plants (Figure 4D and Figure 4—figure supplement 1A). In agreement with these observations, a significant decrease of 30% in AcBr lignin content was observed in the *msil2/4* mutant compared to the Col-0 control plants (Figure 4E). Despite a tendency to decrease, the difference of lignin content was not significant in the complemented lines *msil2/4+MSIL2* F1 and *msil2/4+MSIL4* F1 compared to Col-0 (Figure 4E). To further investigate potential changes in the lignin structure and composition in the Col-0 and *msil2/4* mutant, we evaluated the impact of MSIL2/4 deficiency on lignin composition by thioacidolysis, a degradation method allowing the determination of the relative amounts of H, G and S lignin units linked by beta-O-4 linkages. Total monomer yield did not significantly differ between the Col-0 and the *msil2/4* mutant (Figure 4—figure supplement 1B), suggesting that the structure of the lignin polymer is not significantly affected in the mutant. Further examination of β-glucan composition using the fluorescent dye calcofluor white (Herth and Schnepf, 1980) revealed an increased staining in the interfascicular fiber cells of *msil2/4* mutant, supporting changes in the composition/accessibility of cellulose (Figure 4F and Figure 4—figure supplement 1C).

**Figure 4.**
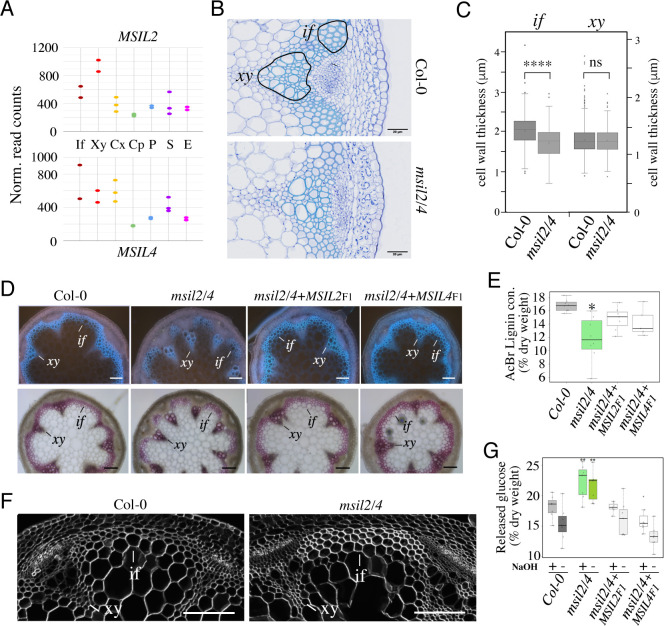
MSIL proteins regulate the molecular architecture of SCW in *Arabidopsis* fibers. (**A**) Expression profiles of the *MSIL2* and *MSIL4* genes in the inflorescence stem tissues as retrieved from the *Arabidopsis* inflorescence stem tissue-specific transcriptome database (https://arabidopsis-stem.cos.uni-heidelberg.de/). The results of two replicates are shown. F, fibers; X, xylem vessels; Cx Cambium (xylem side); Cp, Cambium (Phloem side); P, Phloem; S, Starch sheath; E, Epidermis. (**B**) Cross-sections of Col-0 and *msil2/4* stems showing vascular bundle (*xy*) and interfascicular fiber (*if*) cells stained with Toluidine blue. Representative fiber and xylary areas analyzed in the panel 4C are outlined. (**C**) Measurements of the SCW thickness of xylary fiber and interfascicular fiber cells. Values are means (n>400) ± SEM. Data were analyzed by unpaired Student’s test. Asterisks indicate significant differences relative to Col-0; ****p<0.0001. (**D**) Top: lignin autofluorescence under ultraviolet (UV) using confocal microscopy in Col-0, *msil2/4* mutant, and complemented *msil2/4-MSIL2*F1 and *msil2/4-MSIL4*F1 plant stem sections. xy: xylem fibers; if: interfascicular fibers. Bottom: Phloroglucinol-HCl staining of Col-0, *msil2/4*, and complemented *msil2/4-MSIL2*F1 and *msil2/4-MSIL4*F1 plant stem sections. Scale bar, 100 μm. (**E**) Boxplots represent acetyl bromide lignin content, expressed as % of dry weight. Lignin content was measured in the bottom section of mature stems (3 biological replicates per line). Significant differences between Col-0, *msil2/4+MSIL2* F1, *msil2/4+MSIL4* F1, and *msil2/4* plant lines are indicated by asterisks*, p-value <0.01 according to Student’s t test (n=6–10). (**F**) Confocal microscopy of Calcofluor-white staining of cross sections of Col-0 and *msil2/4* mutant inflorescence stems. Scale bar, 100 μm. (**G**) Boxplots represent the glucose yield after incubation of Col-0 and *msil2/4* lignocellulosic material with cellulases either without pre-treatment (-), or after pre-treatment (+) with sodium hydroxide (NaOH).

**Figure 4—figure supplement 1.**
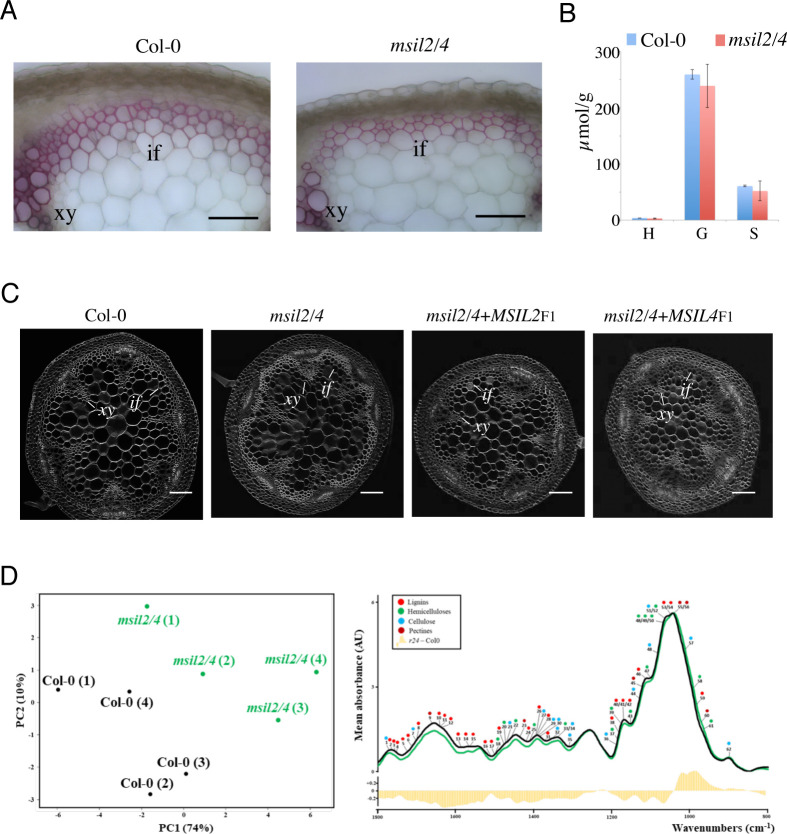
MSIL proteins regulate the molecular architecture and composition of SCW in *Arabidopsis* inflorescence stem. (**A**) Phloroglucinol-HCl staining of cross sections of Col-0 and *msil2/4* mutant inflorescence stems. Scale bar, 50 μm. if, fibers; xy, xylem vessels. (**B**) Lignin composition of *Arabidopsis* Col-0 and *msil2/4* double mutant stems as measured by thioacidolysis. Means were calculated from three plants per lines. (**C**) Calcofluor-white staining of Col-0, *msil2/4*, *msil2/4*-MSIL2F1 and *msil2/4*-MSIL4F1 plant stem sections. Scale bar, 100 μm. if, fibers; xy, xylem vessels. (**D**) Left panel: Comparison between FT-IR spectra obtained from Col-0 and *msil2/4* mutant lines. Partial least square analysis (PLS-DA) was performed using the normalized values of Fourier-Transformed Infra-Red (FT-IR) absorption spectra (Wave Numbers, WN, 2000–800 cm^−1^). The first two components (PC1 and PC2) explain 84% of total variability and separate Col-0 controls (black dots) from *msil2/4* mutants (green dots). Right panel: FT-IR absorption spectra of Col-0 (black) and *msil2/4* (green) genotypes. The curves were drawn using the median of control and mutant line absorption values. A survey of literature allowed identifying 62 FT-IR WN associated to cell wall compounds absorption: red, green, blue and brown dots were associated to lignins, hemicelluloses, celluloses and pectins, respectively. Histograms represent the difference between *msil2/4* and wild type spectra values.

To extend this analysis, we then subjected purified Col-0 and *msil2/4* SCW materials to Fourier-Transform Infrared (FTIR) spectroscopy (Alonso-Simón et al., 2011). PLS-DA analyses performed on FT-IR absorbance data clearly separated *msil2/4* mutant lines from Col-0 plants, using the first two components (explaining 74% and 10% of total variability, respectively; Figure 4—figure supplement 1D, left panel). The large-scale chemotyping of CW composition in stem by FTIR spectroscopy suggested that not only lignin deposition was impaired in *msil2/4* mutants but also polysaccharides composition (Figure 4—figure supplement 1D, right panel; Supplementary file 2). The lowest absorbance values in *msil2/4* lines were observed in the region 1800–1500 cm^–1^, mostly associated to the absorbance of lignin related compounds. On the contrary, a higher absorbance was detected in *msil2/4* samples within 1050–900 cm^–1^ region, mostly associated to polysaccharides compounds (Alonso-Simón et al., 2011). Because the optimal interaction between the SCW lignin and polysaccharide polymers is believed to contribute to SCW recalcitrance, we used saccharification as a proxy to compare cell wall sugars accessibility between Col-0, *msil2/4* and complemented mutant lines (Figure 4G). A higher amount of reducing sugars from native cell wall (without pre-treatment/-Tr) was released using *msil2/4* samples compared to Col-0 samples. After cell wall loosening using alkali pre-treatment/+, an even more important amounts of sugars (+5%) was released from double mutants CW enzymatic digestion (Figure 4G). Together, our data indicate that MSIL2/4 regulate the molecular architecture of SCW in the interfascicular fibers, contributing significantly to the setting of biomass recalcitrance in *Arabidopsis*.

### The accumulation and activity of the glucuronoxylan decoration machinery are mis-regulated in *msil2/4* mutant

To elucidate the impact of the MSIL2/4 on the expression of SCW-related biosynthesis genes in the *Arabidopsis* inflorescence stem, we performed mRNA sequencing (mRNA-seq) on both wild-type and *msil2/4* mutant backgrounds. 

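Messenger RNA from the basal section of mature inflorescence stems was sequenced in 4 libraries, 2 from Col-0 wild-type plants and 2 from the *msil2/4* double mutant, which carries T-DNA insertions in both Musashi-like genes. The checklist supplied with the paper calls its replicates biological. The paper gives 30000000 to 35000000 single-end reads of 75 nt per library, and the sample labels give 30000000. The paper names the Illumina TruSeq stranded mRNA kit, while the labels name the NEBNext Ultra II Directional kit, and the labels call the genotype a knockdown. The tables are headed by a limit on the P value, where the paper's text gives an FDR. The authors aligned the reads to TAIR10 with TopHat2, quantified transcripts with Cufflinks and compared the genotypes with Cuffdiff. The tables analysed here hold only the genes that the authors called different, 156 up-regulated and 78 down-regulated in *msil2/4*, with an RPKM value (reads scaled by transcript length and by mapped reads) for each library and one authors' value per genotype. Total reads per library are not part of these tables, so the counting error of a single value is unknown. At 30000000 mapped reads, 1 read on a transcript of 1 kb would equal 0.033 RPKM. Each library value was transformed as log2 of RPKM + 1 and the genotypes were compared with limma, a two-sided test, with Benjamini-Hochberg adjustment over the 234 listed genes. A fold change on this scale understates the change of genes with low values. Because the genes were chosen by the authors on the same 4 libraries, these p-values are not independent evidence, and an exact permutation test of 2 libraries against 2 cannot go below p = 0.333. *MSIL2* (AT4G26650) and *MSIL4* (AT3G07810) are in neither table, so these values give no check of the genotype labels. A gene in neither table was either not different at the authors' thresholds or filtered out.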

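The strongest increase in *msil2/4* stems was that of the defense marker *PR1* (AT2G14610), at 0.09 and 1.34 RPKM in the Col-0 libraries and 119 and 536 RPKM in the *msil2/4* libraries, a log2 fold change of 7.31 (standard error 0.81, adjusted p = 0.00307 from limma). On the scale of log2(RPKM + 1), next came the plant defensin gene *PDF1.2C* (AT5G44430) with a log2 fold change of 6.01, the extensin gene *EXT1* (AT1G76930), which encodes a structural wall glycoprotein, with 5.58, and the PAR1 family gene AT5G52390 with 5.46. *EXT1* was at 12.6 ± 7.01 RPKM (SD, n = 2) in Col-0 and 623 ± 234 RPKM (SD, n = 2) in *msil2/4*. The germin-like gene AT5G39120, the osmotin gene *OSM34*, the lipid transfer protein genes *LTP1* and *LTP2*, the peroxidase gene *PER33* and the defensin gene *PDF1.2A* completed the 10 largest increases on this scale, with log2 fold changes from 4.78 for *LTP1* to 5.35 for AT5G39120. In the authors' deposited table, where no pseudocount was added, the lectin gene *JAL33*, *LTP2* and the peroxidase gene *PER22*, at 7.08, 6.99 and 6.78, stood between *PR1* and *PDF1.2C*, with *JAL33* at 0.03 and 0.24 RPKM and *PER22* listed at 0 and 0.28 RPKM in the Col-0 libraries. Among the decreases, the transcription factor gene *ERF024* (AT2G36450) led with 64.5 ± 34.7 RPKM (SD, n = 2) in Col-0 and 0.680 ± 0.170 RPKM (SD, n = 2) in *msil2/4*, a log2 fold change of -5.18 (standard error 0.47, adjusted p = 0.00307 from limma). The expansin-like genes *EXLA1* and *EXLA3*, the linker histone gene *HIS1-3* and the floral repressor gene *FLC* followed, with log2 fold changes of -4.07, -3.04, -3.77 and -3.18. *FLC* (AT5G10140), on chromosome 5 from 3173382 to 3179448 in the TAIR10.1 annotation, was at 9.90 and 15.8 RPKM in the Col-0 libraries and 0.17 and 0.89 RPKM in the *msil2/4* libraries. The dehydrin gene *XERO2*, *CYSTM1*, the invertase inhibitor-like gene AT5G62360, the phosphotransfer gene *AHP4* and *RD29A* fell by 2.69 to 2.54 on the log2 scale. The order of the decreases also depends on the pseudocount. In the authors' deposited table, *FLC* at -4.82 stood before *EXLA1* at -4.58. There AT1G11362, AT1G67626 and *GA3OX1*, at -3.44, -3.15 and -2.90, fell more than *XERO2* and *RD29A*, both at -2.80. Of the 156 genes in the up-regulated table, 154 were higher in *msil2/4* at an adjusted p under 0.05 from limma, with a median log2 fold change over the table of 2.03, and all 78 genes in the down-regulated table were lower, with a median of -1.80. The same 232 genes had both *msil2/4* libraries beyond both Col-0 libraries, an order that chance gives for 33% of genes not selected for a difference. These genes were selected for one on the same libraries, so the count is no test. The exceptions, named after their values were seen, were the wall-remodelling gene *XTH16*, at 6.60 and 0.49 RPKM in the Col-0 libraries and 2.20 and 21.9 RPKM in the *msil2/4* libraries, and the acetyltransferase gene *NATA1*, at 30.1 and 90.3 RPKM in the Col-0 libraries and 77.9 and 334 RPKM in the *msil2/4* libraries. Replicates of the same genotype differed widely for some genes, so that *PDF1.2A* was at 11.7 and 73.2 RPKM in the Col-0 libraries and 363 and 2251 RPKM in the *msil2/4* libraries. *PDF1.2C* was at 1.12 and 8.11 RPKM in the Col-0 libraries and 92.5 and 860 RPKM in the *msil2/4* libraries. The standard error of its log2 fold change was 1.22. *PDF1.2A* and *PDF1.2C*, and *LTP1* and *LTP2*, are neighboring gene copies that may share reads.

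**Figure D1:**
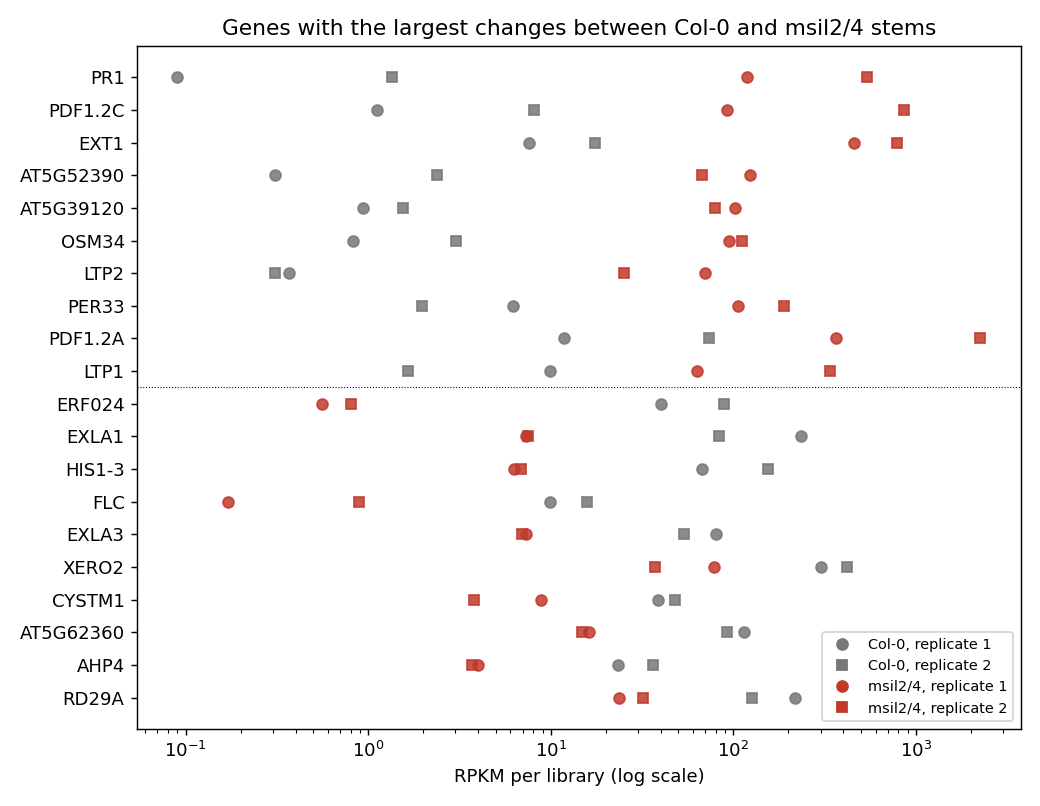
RPKM in each library (log scale) of the 10 genes with the largest increase (above the dotted line) and the 10 with the largest decrease (below it) in *msil2/4* on the scale of log2(RPKM + 1). Gray symbols are Col-0 and red symbols *msil2/4*, with circles for replicate 1 and squares for replicate 2. For every gene shown, both *msil2/4* libraries lie on one side of both Col-0 libraries, as for *FLC* at 9.90 and 15.8 against 0.17 and 0.89 RPKM.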

In total, we found 234 genes to be significantly differentially regulated (DEG) in the *msil2/4* mutant background (with stringent thresholds having a logarithm of fold change >1.5 or<−1.5 and false discovery rate FDR ≤0.05), including 156 up-regulated and 78 down-regulated mRNAs (Figure 5—figure supplement 1A, and Supplementary file 3). Interestingly, genes encoding regulatory or enzymatic components of the SCW biosynthesis pathway were absent from the DEG list, and their expression was not significant changed in *msil2/4* mutant (Figure 5—figure supplement 1A). 

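None of 26 glucuronoxylan biosynthesis genes, which include *IRX9*, *IRX10*, *IRX14*, *ESK1*, *GUX1*, *GUX2*, *GXM1* and *GXM3*, was in either table. The same held for 9 genes of secondary wall cellulose deposition, among them the cellulose synthase genes *CESA4*, *CESA7* and *CESA8*. Of 18 lignin biosynthesis genes, 17 were in neither table, *PAL2*, *CAD4* and *CCR1* included, and 1 was up-regulated, the cinnamoyl-CoA reductase gene *CCR2* (AT1G80820). *CCR2* was at 2.28 ± 0.636 RPKM (SD, n = 2) in Col-0 and 9.54 ± 3.67 RPKM (SD, n = 2) in *msil2/4*, a log2 fold change of 1.65 (standard error 0.40, adjusted p = 0.0105 from limma). Of 9 laccase and peroxidase genes of lignin polymerization, *PER52* (AT5G05340) was up-regulated, at 1.74 and 9.08 RPKM in the Col-0 libraries and 59.1 and 56.4 RPKM in the *msil2/4* libraries, with a log2 fold change of 3.48 (standard error 0.66, adjusted p = 0.00621 from limma). The other 8, with the laccase genes *LAC4*, *LAC11* and *LAC17*, were in neither table. *PER52* is also among the 8 class III peroxidase genes in the tables, all higher in *msil2/4*. Of 37 transcription factor genes of the secondary wall network, 36 were in neither table, including *NST1*, *NST3*, *MYB46* and *MYB83*, and *MYB69* was down-regulated. Among 6 genes of secondary wall patterning, the microtubule-associated protein gene *MAP70.5* was down-regulated and 5 were in neither table. In all, 4 of the 105 genes of these lists, which were written after Supplementary file 3 had been read, were in a table. Each passed limma adjusted over all listed genes. Each was the only listed gene of its list, so adjustment over the list alone changes no p-value and is no further test. *MYB69* did not pass without Col-0 replicate 2 or without *msil2/4* replicate 2 (adjusted p = 0.0983 and 0.0916 from limma, over a range of 0.00562 to 0.0983 across the alternatives run). Values of the other 101 genes were not analysed here, and a change below the authors' limit, a log2 fold change of 1.5 or 2.83-fold, would not bring a gene into a table.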

Gene Ontology analysis of DEGs revealed significantly enriched signaling pathways (FDR ≤0.05) involved in plant defense or responses to biotic and abiotic stresses (Figure 5—figure supplement 1B), encoding products that are preferentially targeted to the extracellular region and the cell wall (Figure 5—figure supplement 1C).

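Of 20 genes of the jasmonate and ethylene pathways, 4 were higher in *msil2/4*, 1 was lower, 1 was listed without passing limma (*NATA1*) and 14 were in neither table. The higher ones were *PDF1.2C*, *PDF1.2A*, *PDF1.3* and the basic chitinase gene *CHI-B*, which was at 24.7 ± 16.4 RPKM (SD, n = 2) in Col-0 and 282 ± 115 RPKM (SD, n = 2) in *msil2/4*, and the lower one was the ethylene response repressor gene *ERF4*, with a log2 fold change of -1.64. The 5 up-regulated genes of this list, *NATA1* included, were also higher in replicate 2 than in replicate 1 within each genotype, by a median of 1.55 in Col-0 and 2.08 in *msil2/4* on the log2 scale. The last enzyme gene of camalexin synthesis, *CYP71B15* (AT3G26830), rose with a log2 fold change of 4.13 (standard error 0.50, adjusted p = 0.00307 from limma), while 6 other genes of that pathway were in neither table. By annotation, the tables held 8 class III peroxidase genes, 7 lipid transfer protein genes and 4 cysteine-rich receptor-like kinase genes, all higher in *msil2/4*, with median log2 fold changes of 3.78, 4.07 and 1.83. Among the peroxidase genes, *PER33* was at 4.08 ± 2.98 RPKM (SD, n = 2) in Col-0 and 148 ± 59.7 RPKM (SD, n = 2) in *msil2/4*, and *PER49* was at 0.10 and 0.77 RPKM in the Col-0 libraries and 48.3 and 17.6 RPKM in the *msil2/4* libraries. Of 26 genes of cold, ABA and dehydration responses, 8 were lower in *msil2/4*, none was higher and 18 were in neither table. The dehydrin genes *XERO2*, *ERD10* and *COR47* had log2 fold changes of -2.69, -1.95 and -1.93, and the desiccation-responsive gene *RD29A* (AT5G52310) was at 172 ± 65.1 RPKM (SD, n = 2) in Col-0 and 27.9 ± 5.93 RPKM (SD, n = 2) in *msil2/4*. Of 14 genes induced by sugar starvation, 7 were lower and 7 were in neither table, with *BGAL4*, a beta-galactosidase gene, at 136 ± 47.6 RPKM (SD, n = 2) in Col-0 and 24.0 ± 6.85 RPKM (SD, n = 2) in *msil2/4*. The dark-inducible gene *DIN11* (AT3G49620), which the list does not hold and which is named after its values were seen, was higher, at 3.57 and 4.86 RPKM in the Col-0 libraries and 35.6 and 184 RPKM in the *msil2/4* libraries. All counts were the same when adjusted over the listed members of each list alone. That is no further test, since members in neither table were left out of the adjustment. The peroxidase, lipid transfer protein and kinase lists were drawn from the tables by annotation, so their direction is not independent evidence. The other lists were written after Supplementary file 3 had been read, which limits their direction in the same way, and without a background of all tested genes no enrichment was computed.

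**Figure D2:**
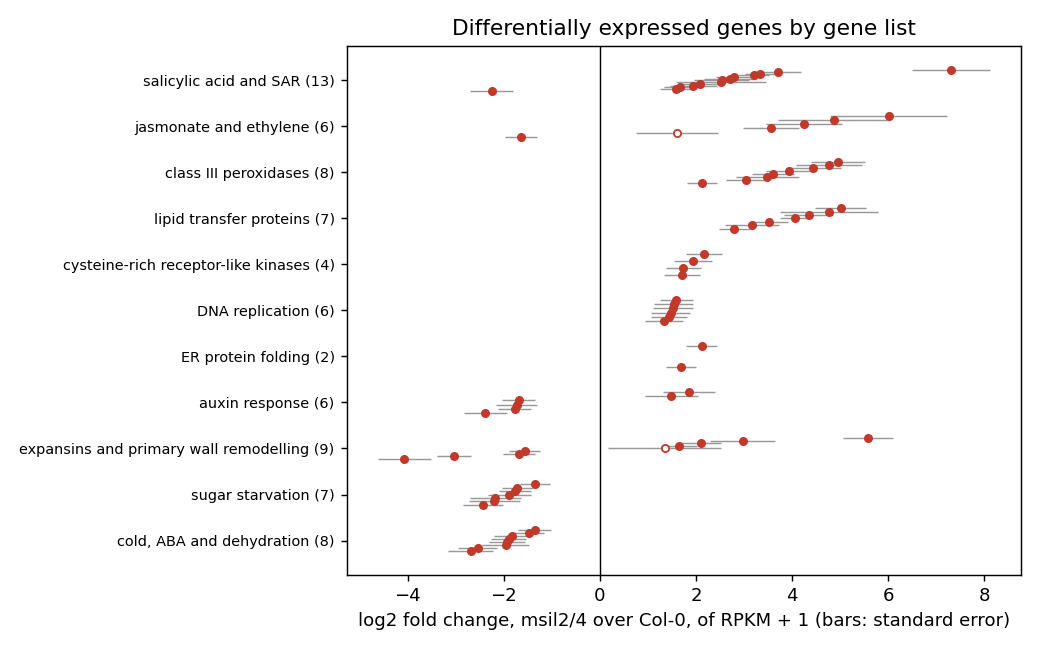
Log2 fold change (*msil2/4* over Col-0, RPKM + 1, x axis) with its standard error for each differentially expressed gene of 11 gene lists, with the number of genes in parentheses. Filled points have an adjusted p under 0.05 from limma and open points do not. The 8 genes of the cold, ABA and dehydration list lie between -2.69 and -1.35, all below 0, and the 8 peroxidase genes lie between 2.13 and 4.95, all above 0.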

The low representation of SCW biosynthesis genes in the DEG list suggests that MSIL2/4 could regulate the SCW formation at a post-transcriptional/translational level, a hallmark of MSI function in animal models (Fox et al., 2015; Kudinov et al., 2017). To investigate proteome-level changes that could potentially occur upon MSIL2/4 mutations, we performed a comparative proteomic analysis of Col-0 and *msil2/4* inflorescence stems using MS-based quantitative proteomics, and represented ≈4300 reliably identified and quantified proteins in a volcano plot according to their statistical p-value and their relative difference of abundance. This analysis revealed 267 proteins with significant abundances in the *msil2/4* mutant versus Col-0 inflorescence stems (fold change ≥2, Benjamini-Hochberg FDR <1%), including 156 up-regulated, and 111 down-regulated proteins (Figure 5A and Supplementary file 4). While no specific GO terms were enriched in the set of down-regulated proteins, the inspection of the up-regulated proteins revealed a strong enrichment in enzymes involved in the glucuronoxylan biosynthetic pathway (Figure 5A and B, and Supplementary file 4). Notably, the upregulated glucuronoxylan-related proteins included glycosyltransferases required for the xylan backbone synthesis (IRX9/10/14), as well as enzymes involved in its substitution (ESK1, GUX1, and GXM3) (Scheller and Ulvskov, 2010; Figure 5A–C). Visual inspection of the RNA-seq aligned reads of the up-regulated glucuronoxylan-related genes using the Integrative Genomics Viewer (IGV) and quantitative RT-PCR analysis of the glucuronoxylan-related decoration genes confirmed that the observed proteomic changes in *msil2/4* were not associated with significant variations in mRNA levels (Figure 5—figure supplement 2A–B).

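The genes behind the over-accumulated glucuronoxylan proteins were absent from both tables of differentially expressed genes. They are *IRX9* (AT2G37090) on chromosome 2 from 15587394 to 15589369, *IRX10* (AT1G27440) on chromosome 1 from 9528967 to 9531489 and *IRX14* (AT4G36890) on chromosome 4 from 17379173 to 17382028 in the TAIR10.1 annotation, which encode glycosyltransferases of the xylan backbone. The decoration genes are the acetyltransferase gene *ESK1* (AT3G55990) on chromosome 3 from 20780175 to 20783233, the glucuronyltransferase gene *GUX1* (AT3G18660) on chromosome 3 from 6419013 to 6422141 and the methyltransferase gene *GXM3* (AT1G33800) on chromosome 1 from 12261165 to 12262750. The paper's own protein values, from the first 1773 of 4273 rows of Supplementary file 4, are log2 fold changes of 2.76 for IRX9, 2.34 for ESK1, 2.16 for IRX14, 1.27 for GUX1, 1.15 for GXM3 and 1.12 for IRX10. These proteins were measured in total inflorescence stem extracts, while the mRNA came from the basal section of mature stems. RPKM values of these genes per library were not analysed here. The size of any mRNA difference below the authors' limit is thus not known from these tables. From the low representation of secondary wall genes among the differentially expressed genes, the paper proposes that MSIL2/4 could regulate secondary wall formation at a post-transcriptional or translational level, and it then turns to the proteome. The paper also reports no significant change in expression of secondary wall pathway genes, with boxplots of its xylan/cellulose and lignin genes. It further reports read profiles of the glucuronoxylan genes and quantitative RT-PCR of decoration genes, without significant change in mRNA. *GXM1* and *GXM3* mRNA was also pulled down with MSIL4 in its RNA immunoprecipitation.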

**Figure 5.**
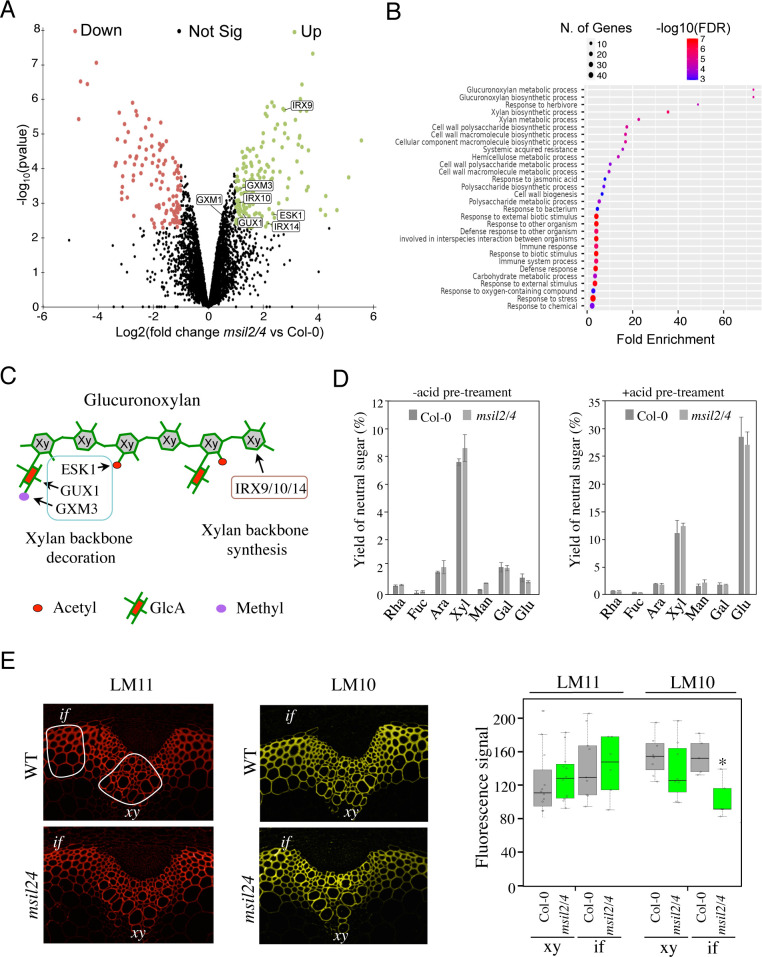
∣The accumulation and activity of the glucuronoxylan decoration machinery are altered in *msil2/4* mutant. (**A**) MS-based quantitative comparison of Col-0 and *msil2/4* inflorescence stem proteomes. Volcano plot displaying the differential abundance of proteins in Col-0 and *msil2/4* cells analyzed by MS-based label-free quantitative proteomics. The volcano plot represents the -log10 (limma p-value) on y axis plotted against the log2 (Fold Change msil2/4 vs Col-0) on x axis for each quantified protein. Green and red dots represent proteins found significantly enriched respectively in *msil2/4* and Col-0 *Arabidopsis* stems (log2(Fold Change)≥1 and -log10(p-value)≥2.29, leading to a Benjamini-Hochberg FDR = 1.01 %). The up-regulated proteins involved the glucuronoxylan biosynthetic pathways are indicated. (**B**) Gene Ontology (GO) analysis of the proteins that are significantly up-regulated in the *msil2/4* mutant. The gene ontology analysis of DEGs was performed using ShinyGO v0.76 software. Lollipop diagrams provide information about GO fold enrichment, significance (FDR in log10), and number of genes in each pathway. (**C**) Schematic model of glucuronoxylan substitution patterns in *Arabidopsis* and the enzymes involved. IRX9/10/14, glycosyltransferases involved in the synthesis of xylan (Xy) backbone. ESK1, eskimo1. GUX1, glucuronic acid substitution of xylan1; GXM3, glucuronoxylan methyltransferase3 are involved in the glucuronoxylan decoration. (**D**) Neutral monosaccharide composition of alcohol insoluble residue (AIR) extracted from inflorescence stems of wild-type and *msil2/4* mutant plants that have been pre-hydrolyzed or not with acid. Rha, rhamnose; Fuc, fucose; Ara, arabinose; Xyl, xylose; Man, mannose; Gal, galactose; Glc, glucose. (**E**) Left: Immunofluorescence labeling of transverse sections of Col-0 and *msil2/4* stems with the LM10 and LM11 antixylan antibodies. Representative fiber and xylary regions analyzed by immunofluorescence are outlined. Xy, xylem fibers; if, interfascicular fibers. Right: Quantification of the fluorescence was done using ImageJ software and processed according to Supplementary file 5. Significant differences are indicated by asterisks*, p-value <0.01 according to Student’s t test (n=5–12).

**Figure 5—figure supplement 1.**
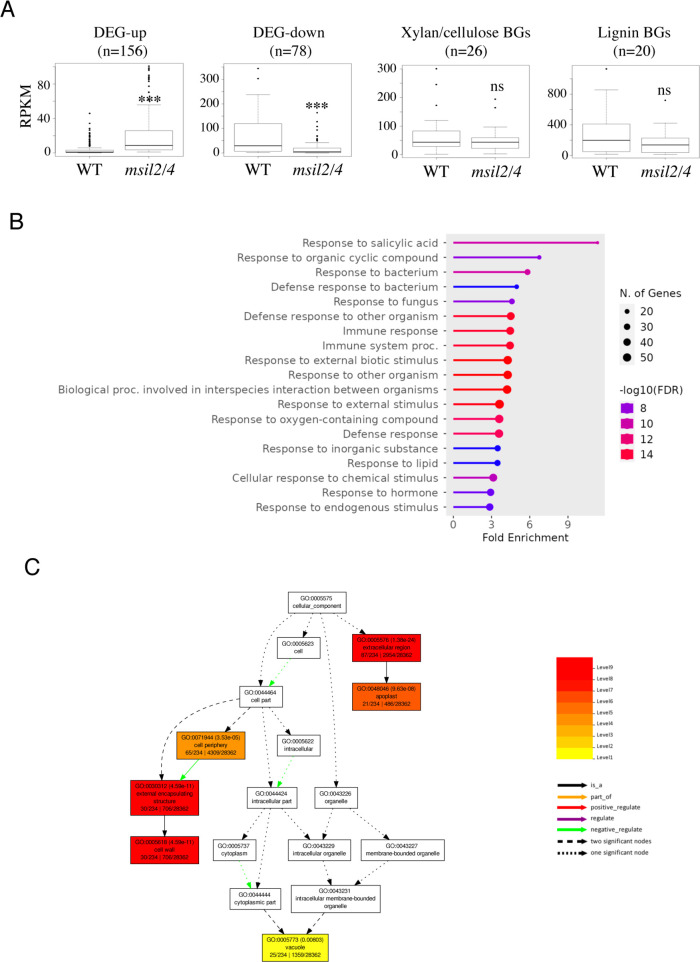
GO analysis of the *msil2/4* DEGs reveals molecular functions associated to plant defense and response to biotic and abiotic stresses. (**A**) Boxplots showing the read counts corresponding to the up- and down-regulated genes as well as the genes involved in the xylan/cellulose and lignin biosynthesis pathways in Col-0 and msil2/4. ns, not significant; ***p<0.001; t test. (**B**) The gene ontology analysis of DEGs was performed using ShinyGO v0.76 software. Lollipop diagrams provide information about GO fold enrichment, significance (FDR in log10), and number of genes in each pathway. (**C**) The DEG products are preferentially targeted to the extracellular region and the cell wall.

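The axis of panel A is in RPKM. Over the 156 up-regulated genes, the median was 1.97 RPKM (quartiles 0.750 and 6.36) in Col-0 replicate 1 and 2.58 RPKM (quartiles 1.2 and 6.67) in Col-0 replicate 2. It was 16.2 RPKM (quartiles 7.92 and 40.9) in *msil2/4* replicate 1 and 18.9 RPKM (quartiles 8.90 and 45.1) in *msil2/4* replicate 2. The highest value of the up-regulated genes was 2251 RPKM, for the defensin gene *PDF1.2A* in *msil2/4* replicate 2. Down-regulated genes started from a higher level. Over the 78 of them, the median was 57.6 RPKM (quartiles 23.1 and 137) and 61.7 RPKM (quartiles 24.6 and 135) in the Col-0 replicates, against 15.1 RPKM (quartiles 4.93 and 34.6) and 14.9 RPKM (quartiles 4.76 and 38.9) in the *msil2/4* replicates. The difference between genotypes was larger than that between replicates in each case. These are medians over genes selected for a difference, and genes are not independent replicates.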

**Figure 5—figure supplement 2.**
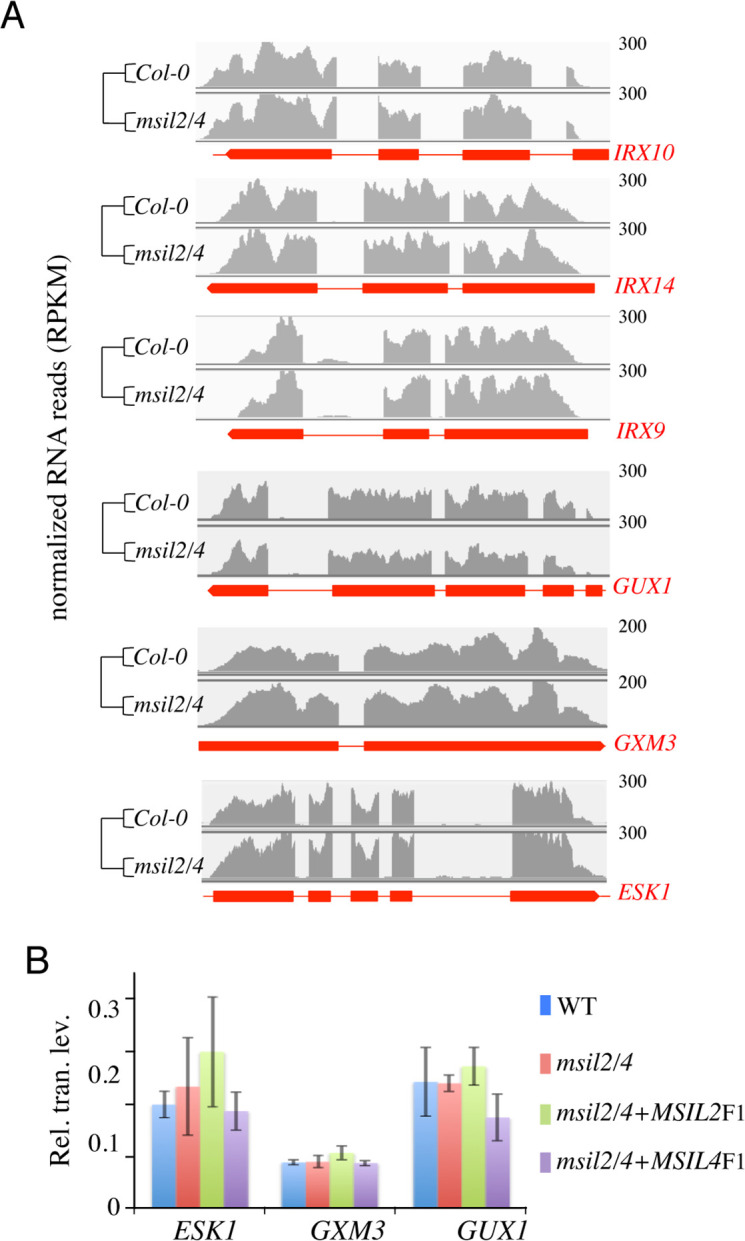
Gene expression of glucuronoxylan-related genes in Col-0 versus *msil2/4* mutant plants. (**A**) RNA-seq profiles of the glucuronoxylan-related biosynthetic genes identified in the mass spectrometry analysis. Data tracks show polyA +RNA reads detected in the Col-0 and *msil2/4* mutant backgrounds. Read counts are normalized by total mapped reads and the fold change is indicated. Gene exons and UTRs are shown with red thick bars. (**B**) Quantitative RT-PCR analysis of genes involved in glucuronoxylan decoration in Col-0, *msil2/4*, and *msil2/4+MSIL2* F1 and *msi2/4+MSIL4* F1 plants. Data represent the means of 6 experiments and errors bars the corresponding SD values.

The outcomes of our histological and proteomic analyses suggest potential variations in polysaccharide content and/or composition in the SCW of *msil2/4* mutant. To address this point, we carried out monosaccharide composition analysis on either unpretreated or acid-pretreated WT and *msil2/4* stem cell walls. The levels of glucose (Glc) and xylose (Xyl), which are the building blocks of cellulose and xylan polysaccharides in the SCW were not substantially affected in the *msil2/4* mutant (Figure 5D). Similarly, no major changes were observed in the levels of the primary cell wall-related monosaccharides, galactose, rhamnose, arabinose, mannose, fucose (Figure 5D), indicating that the MSIL2/4 mutations did not significantly altered cellulose or glucuronoxylan levels in the SCW.

To assess possible changes in glucuronoxylan decoration in *msil2/4* mutant, we performed cytochemical analysis on Col-0 and *msil2/4* stem sections using two antixylan antibodies (LM10 and LM11), whose binding specificities depend on the degree of glucuronoxylan substitution (McCartney et al., 2006). LM11, which binds with similar affinity both unsubstituted and substituted glucuronoxylan, shows a similar signal in the interfascicular and xylary fibers of Col-0 and *msil2/4* mutant stems, confirming that the glucuronoxylan content was not significantly modified in *msil2/4* compared to Col-0 (Figure 5E). In contrast, LM10, which binds less efficiently the substituted glucuronoxylan (McCartney et al., 2006), shows a significant signal decrease in the interfascicular fibers of *msil2/4* mutant (Figure 5E and Supplementary file 5). Together, our data indicate that the MSIL2/4 mutations impact the accumulation and activity of the glucuronoxylan decoration machinery in the interfascicular fiber cells of *Arabidopsis* stem.

### MSILs restrain the degree of 4-O-methylation of glucuronoxylan in *Arabidopsis*

In *Arabidopsis*, the glucuronoxylan backbone is decorated predominantly by acetyl, GlcA, and MeGlcA groups, that are deposited in a regular and controlled manner by a specific enzymatic machinery (Scheller and Ulvskov, 2010; Grantham et al., 2017; Wierzbicki et al., 2019). Interestingly, the ESK1, GUX2, and GXM3 enzymes, which are involved in the deposition of the acetyl and GlcA groups, as well as the methylation of GlcA group, respectively, are over-accumulated in the *msil2/4* stem proteomics, providing a possible explanation for the modification in glucuronoxylan decoration observed in the interfascicular fiber cells of the *msil2/4* mutant. To investigate further the variations in glucuronoxylan decoration incurred by the *msil2/4* mutation, we analyzed the patterns of xylanase-released SCW oligosaccharide using matrix-assisted laser desorption ionization-time-of-flight mass spectrometry (MALDI-TOF) (Ropartz et al., 2011). Consistent with previous observations (Mortimer et al., 2010; Urbanowicz et al., 2012), MALDI-TOF analysis of Col-0 glucurononoxylan oligosaccharides showed the release of xylo-oligosaccharide pairs, evenly spaced by their degrees of polymerization and acetylation, bearing a GlcA (m/z 1705.5/1747.5) or methylated GlcA (m/z 1719.5/1761.5) substitution group (Figure 6A). Interestingly, the level of GlcA branched xylo-oligomers was strongly decreased in the *msil2/4* double mutant, and this whatever the complexity of the oligomers considered (Figure 6A and Figure 6—figure supplement 1A). Importantly, the molecular phenotypes observed in the *msil2/4* mutant were rescued in both *msil2/4+MSIL*2 F1 and *msil2/4+MSIL4* F1 complemented lines, confirming the specificity of the mutation (Figure 6A). In agreement with the MALDI–TOF outcome, quantification of the acidic sugar levels in unpretreated (-), or acid pretreated (+) WT and *msil2/4* stem samples confirmed that the release of GlcA moiety was strongly reduced in *msil2/4* double mutant, as opposed to the galacturonic acid/GalA group located on pectins (Figure 6B).

**Figure 6.**
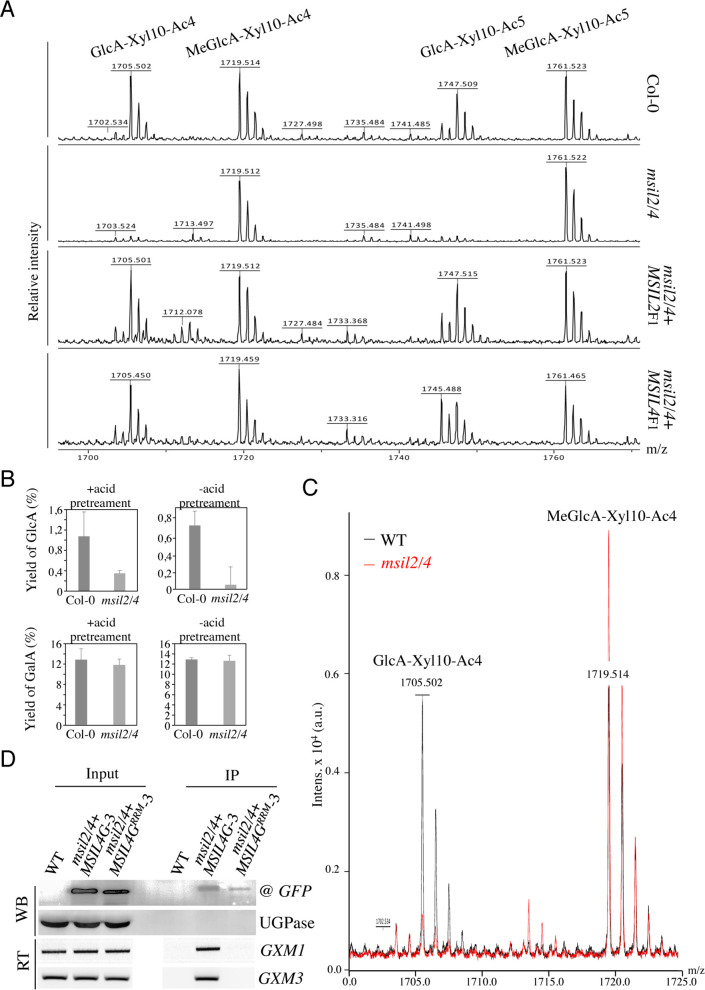
∣MSILs restrain the degree of 4-O-methylation of glucuroxylan in *Arabidopsis* inflorescence stem. (**A**) MALDI-TOF mass spectra of xylooligosaccharides generated by xylanase digestion of xylan from Col-0, *msil2/4*, and complemented *msil2/4-MSIL2*F1 and *msil2/4-MSIL4*F1 inflorescence stem materials. The ions at m/z 1705/1747 and 1719/1761 correspond to acetylated xylo-decapolysaccharides bearing a GlcA residu (GlcA-Xyl10-Ac4//GlcA-Xyl10-Ac5) or a methylated GlcA residue (MeGlcA-Xyl10-Ac4//MeGlca-Xyl10-Ac5). (**B**) Acidic monosaccharide composition of alcohol insoluble residue (AIR) extracted from inflorescence stems of wild-type and *msil2/4* mutant plants that have been pre-hydrolyzed or not with acid. GalA, galacturonic acid; GlcA, glucuronic acid. (**C**) Relative changes in unmethylated/methylated GlcA decapolysaccharide ratio in Col-0 (black) and *msil2/4* mutant (red) as controlled by the addition of external spike-in control corresponding to a pentaacetyl-chitopentaose. (**D**) GFP-based RNA-IP assays. Top panel (WB): western blots performed using antiGFP or antiUGPase antibodies on protein fractions from inputs or antiGFP immunoprecipitates from WT and the *msil2/4* mutant plants expressing the WT (MSIL4G-3) or RRM mutant (MSIL4G^RRM^-3) MSIL4-GFP fusions. Bottom panel (RT): Corresponding RT-PCR using *GXM1* or *GXM3* specific primers on RNA fractions. Figure 6—source data 1.**Uncropped Western gels of MSIL4-GFP,** MSIL4-GFP^RRM^ **and UGP proteins from inputs or antiGFP immunoprecipitates**.Western blots were performed using either the antiGFP or antiUGPase antibodies. Figure 6—source data 2.Uncropped gel of semi-quantitative RT-PCR performed on inputs or antiGFP immunoprecipitates.*GXM1 and GXM3*-specific primers were used on the various RNA fractions.

**Figure 6—figure supplement 1.**
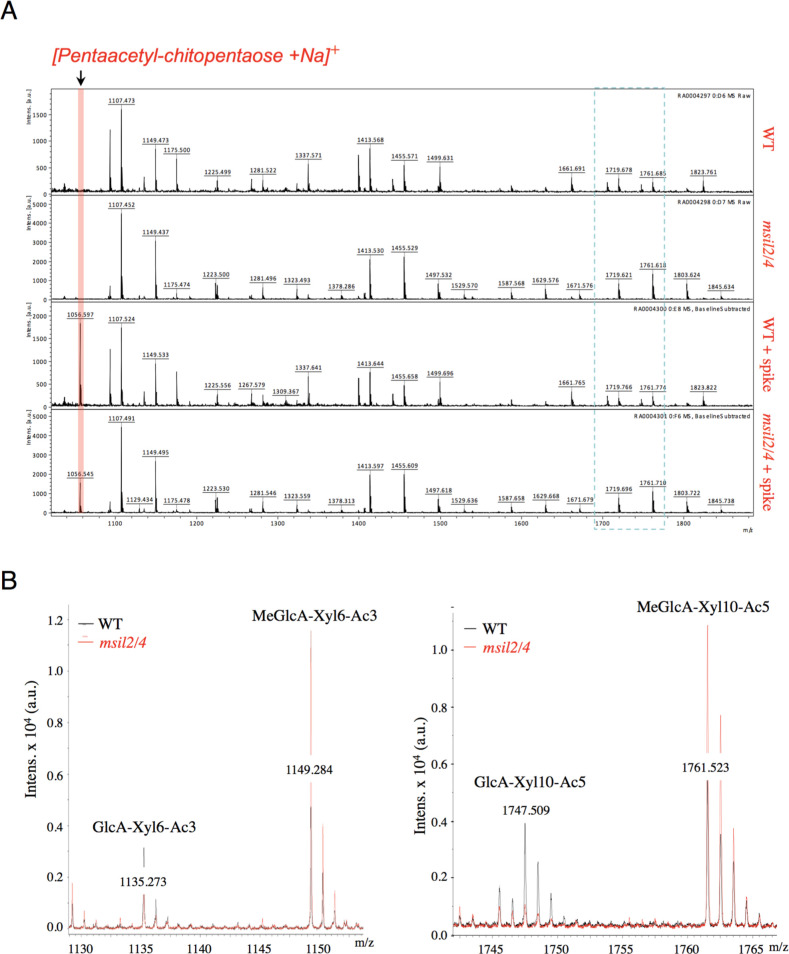
MALDI-TOF mass spectra analysis of glucuronoxylan digestion products of Col-0, *msil2/4*, *msil2/4*+MSIL2 F1 and *msil2/4*+MSIL4 F1 plants. (**A**) Zoom out of the full MALDI-TOF spectra of xylopolysaccharides generated by xylanase digestion from Col-0 and *msil2/4* mutant extracts with or without spike-in control. (**B**) Relative changes in unmethylated/methylated GlcA xylopolysaccharide ratio in Col-0 (black) and *msil2/4* double mutant (red) as controlled by the addition of a spike-in control.

It has been previously proposed that the intermediate level of glucuronoxylan methylation observed in *Arabidopsis* is due to an intrinsic rate-limiting activity of GXM enzymes in vivo (Yuan et al., 2014). We noticed that in addition to GXM3, a second member of the GXM family, GXM1 (Yuan et al., 2014), tends also to be over-expressed in *msil2/4* stem although at a fold change of 1.77 slightly below the fixed significance threshold in the proteomic analysis (Figure 5A and Supplementary file 4). This observations make us wonder whether the apparent decrease of GlcA branched xylooligosaccharides in *msil2/4* could be due to an overmethylation of the GlcA substituent. To address this question, we performed the xylanase digestion and MALDI-TOF analysis in presence of an added spike-in oligosaccharide control (Pentaacetyl-chitopentaose) for normalization of the MALDI_TOF data (Figure 6—figure supplement 1A). Upon normalization, the MALDI-TOF data indicated that the decrease of the peaks corresponding to the GlcA-branched xylooligosaccharides was correlated with a increase in corresponding meGlcA branched xylooligosaccharides, (Figure 6C and Figure 6—figure supplement 1B, Supplementary file 6), suggesting that the MSIL2/4 mutations unleash the activity of the GXM1/3 in stem. RNA immunoprecipitation assays further confirmed that the *GXM3* and *GXM1* mRNAs are efficiently pulled-down from MSIL4G-3, but not MSIL4G^RRM^-3 plant extracts (Figure 6D), suggesting that the MSIL2/4 interaction network controls the 4-*O*-methylation of glucuronoxylan by repressing the activity of the GXM1/3 mRNAs in stem.

## Discussion

RNA-binding proteins (RBPs) are essential components of the gene regulation machinery that govern the fate and expression of cellular RNA at post-transcriptional levels, including processing, splicing, base modification, translation and degradation (Singh et al., 2015). Sequence-based bioinformatic, reverse and forward genetic, and affinity-based proteomic analyses have converged to show that plants, like animals and fungi, harbor a large diversity of RBPs whose functions in gene regulation and plant development are ill-defined (Reichel et al., 2016). In this study, we have identified an RRM motif-containing RBP family, hereafter named as MSIL, whose members share sequence, structural and functional similarities with the animal translational regulator Musashi/MSI. We found that two of the four MSIL members, MSIL2 and MSIL4, function redundantly to control various aspects of *Arabidopsis* development, including leaf senescence, morphology of rosette leaves, and the rigidity of the inflorescence stem. Our data suggest that the pleiotropy associated with the MSIL2/4 mutation likely results from the multifunctionality of these proteins in *Arabidopsis* development, a situation similar to the complex phenotypic traits previously associated to MSI mutations in animals (Fox et al., 2015; Kudinov et al., 2017; Nguyen et al., 2020). Although the molecular bases underlying the *msil2/4* phenotypic variation remain unclear, the presence of MSILs in the high confidence *Arabidopsis* mRNA-binding proteome (Reichel et al., 2016), suggests that these proteins are likely to exert control over development by targeting a complex repertoire of mRNAs. Regardless of the mechanism, our data support a cell/tissue-context specific role for MSIL and provide a resource for further studies on the mechanisms of MSIL regulation in plants.

Our data also provide evidence that the RRM domains of the MSIL2/4 proteins exhibit RNA-binding ability and are essential for the activity of these proteins in vivo, an observation that is corroborated by the presence of the MSIL2/4 proteins in an experimentally determined *Arabidopsis* mRNA-binding proteome (Reichel et al., 2016). Further supporting a role for MSIL2/4 in mRNA-related transactions, affinity purification-mass spectrometry analysis revealed that these proteins share a common network of protein-protein interactions with well-known mRNA-binding proteins, including the PAB2/4/8, RBP45/47, and the translation factor EIF4G. Notably, the animal polyA-binding protein/PABP (homolog of the plant PABs) was previously shown to be a functional partner of MSI that is essential for it activity in translation repression (Fox et al., 2015; Cragle et al., 2019). Interestingly, the MSIL2/4-associated proteins also include the phylogenetically related RBGD2/4 proteins, two constitutively expressed RBPs that are involved in heat resistance in *Arabidopsis* (Zhu et al., 2022). The comparison of the MSIL2/4 and RBGD2/4 interactomes indicates only a partial overlap, suggesting a certain level of subfunctionalization. In accordance with this observation, the MSILs and RBGDs clearly diversify in function, since the *rbgd2/4* double mutant exhibits no developmental phenotypes under normal growth conditions.

A penetrant developmental phenotype associated with the MSIL2/4 mutations is a loss in stem rigidity that we could trace back to a defect in SCW formation, an important reservoir of fixed carbon and a renewable resource of major environmental and economic importance (Meents et al., 2018). Yet, with the exception of few microRNAs involved in the control of lignin polymer synthesis (Zhang et al., 2018; Wang et al., 2014; Zhao et al., 2015), no information about RBPs-mediated posttranscriptional regulation of SCW biosynthetic genes was previously reported. In this study, we show that MSIL2 and MSIL4, function redundantly to promote SCW formation in the interfascicular fibers and that their ability to bind RNA is essential to fulfill this function. Our conclusions are supported by independent approaches which highlight changes of SCW thickness, lignin content, and xylan decoration profile in the interfascicular fiber cells of the *msil2/4* mutant. The fiber-specific effect of the MSIL2/4 mutations on SCW formation, is further supported by our evidence showing that the *msil2/4* mutant grows normally and lacks the xylem collapses usually observed in more pleiotropic SCW deficient mutants. Previous studies have shown that specific master transcriptional regulators, such as NST1 and NST3, control cell-lineage-specific formation of SCW formation in *Arabidopsis* (Taylor-Teeples et al., 2015; Mitsuda et al., 2007). Our study extends this observation by showing that RBP-mediated post-transcriptional mechanisms are also involved in cell-type-specific control of SCW formation in *Arabidopsis*. Notably, the presumed role of MSIL2/4 in SCW formation in the interfascicular fiber cells contrasts with the rather constitutive expression of the corresponding *MSIL2/4* genes, suggesting as previously discussed, that MSIL2/4 activities depend on cell-context. This is in accordance with the reported cell-type specific activities of the ubiquitous MSI2 in cell renewal, cell differentiation and cancer control in animals (Fox et al., 2015; Kudinov et al., 2017). Understanding how the activity of the *MSIL2/4* genes is controlled by the cellular context will be essential from a basic point of view, providing a unique model for studying RBP regulation in specific cell type in plants.

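Of the 105 genes of the secondary wall lists, 101 were in neither table of differentially expressed genes, *CCR2* and *PER52* were higher in *msil2/4*, and *MYB69* and *MAP70.5* were lower. *PER52* is also counted with the class III peroxidase genes in the tables, all of which were higher. *MYB69* (AT4G33450) is a MYB transcription factor gene of the secondary wall network, on chromosome 4 from 16095392 to 16096774 in the TAIR10.1 annotation, and was at 8.78 and 16.9 RPKM in the Col-0 libraries and 5.30 and 2.75 RPKM in the *msil2/4* libraries, a log2 fold change of -1.44 (standard error 0.47, adjusted p = 0.0265 from limma). The call was lost without Col-0 replicate 2 (adjusted p = 0.0983 from limma) and without *msil2/4* replicate 2 (adjusted p = 0.0916 from limma), over a range of 0.00562 to 0.0983 across the alternatives run. *MAP70.5* (AT4G17220), a microtubule-associated protein gene of secondary wall patterning, on chromosome 4 from 9656652 to 9659576, was at 94.4 and 224 RPKM in the Col-0 libraries and 45.0 and 31.1 RPKM in the *msil2/4* libraries. Its log2 fold change of -1.93 (standard error 0.52, adjusted p = 0.0137 from limma) passed with each library left out in turn.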

From the set of genes found to be misregulated in the *msil2/4* stem transcriptome, none could be functionally associated with SCW biosynthesis. In contrast, we found that the MSIL2/4 mutation upregulates a battery of plant defense-related genes, known to be involved in systemic acquired resistance (SAR). In this regard, the constitutive activation of defense pathways has been well documented in mutant plants defective in cell wall formation, including the SCW (Ellis et al., 2002; Miedes et al., 2014; Liu et al., 2023), an observation that tends to support the idea that the transcriptome changes incurred by the MSIL2/4 disruption could be indirect. This hypothesis was supported by several lines of evidence: (1) the level of activation of defense genes in *msil2/4* is low compared to that usually observed in plants developing SAR or in mutant plants showing an auto-activation of plant immunity (Li et al., 2010; Wu et al., 2012); (2) SAR-dependent activation of defense genes is controlled mostly at a transcriptional level (Hussain et al., 2018); (3) the stem phenotypes displayed by *msil2/4* mutant have not been reported, to our knowledge, in the numerous plant-pathogen studies published so far; (4) the top enriched proteins in the stem proteome of *msil2/4* are players of the SCW biosynthesis pathway but not plant-defense signaling. That being said, we can’t exclude that the activation of immune-related genes, that include many cell wall-modifying enzymes, additively contributes to the *msil2/4* stem phenotype. 

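Of 36 genes of salicylic acid signaling and SAR, 12 were higher in *msil2/4*, 1 was lower and 23 were in neither table. Adjustment over the listed members alone gave the same counts, which is no further test, since members in neither table were left out. The 12 were *PR1*, *EGC2*, *AED1*, *DLO1*, *PR5*, *LLP1*, *WRKY38*, *WRKY62*, *PBS3*, *WRKY51*, *DMR6* and *WRKY46*. *PR5* (AT1G75040), a thaumatin-like protein gene, was at 158 ± 21.5 RPKM (SD, n = 2) in Col-0 and 1135 ± 371 RPKM (SD, n = 2) in *msil2/4*. *EGC2* (AT2G18660), which encodes the natriuretic peptide PNP-A, was at 1.05 ± 0.361 RPKM (SD, n = 2) in Col-0 and 27.6 ± 14.3 RPKM (SD, n = 2) in *msil2/4*, a log2 fold change of 3.72 (standard error 0.46, adjusted p = 0.00313 from limma). *AED1*, which encodes an apoplastic protease, had a log2 fold change of 3.34, and *DMR6*, which encodes a salicylic acid hydroxylase, had 1.68. *WRKY18* (AT4G31800), which encodes a WRKY transcription factor, went the other way, at 207 ± 99.2 RPKM (SD, n = 2) in Col-0 and 40.2 ± 4.07 RPKM (SD, n = 2) in *msil2/4*. *WRKY62* was at 0.65 and 10.7 RPKM in the Col-0 libraries and 19.4 and 30.0 RPKM in the *msil2/4* libraries, and its adjusted p of 0.0420 from limma became 0.0662 without Col-0 replicate 1, over a range of 6.09e-06 to 0.0873 across the alternatives run. Among the 23 in neither table were *SID2*, *EDS1*, *PAD4*, *NPR1* and *FMO1*, which act upstream in this signaling, and also *PR2*. They were not shown to be unchanged, since a change below the authors' limit, 2.83-fold, would not bring a gene into a table. With genes required to reach 1 RPKM in every library, 7 of the 12 stayed in the test and were higher.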

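Wall-modifying genes moved in both directions. Of 19 genes of expansins and primary wall remodelling, 4 were higher in *msil2/4*, 4 were lower, 1 was listed without passing limma (*XTH16*) and 10 were in neither table. Besides *EXT1*, the higher ones were the expansin genes *EXLB1*, *EXPA10* and *EXPA15*, with log2 fold changes of 2.97, 2.11 and 1.65. *EXLA1* (AT3G45970) was at 159 ± 107 RPKM (SD, n = 2) in Col-0 and 7.42 ± 0.0919 RPKM (SD, n = 2) in *msil2/4*, and its neighboring copy *EXLA3* (AT3G45960), which may share reads with it, was at 67.0 ± 19.2 RPKM (SD, n = 2) in Col-0 and 7.12 ± 0.205 RPKM (SD, n = 2) in *msil2/4*. The beta-xylosidase gene *BXL2* was at 98.3 ± 10.3 RPKM (SD, n = 2) in Col-0 and 30.0 ± 4.89 RPKM (SD, n = 2) in *msil2/4*, and the pectin methylesterase gene *PME16* had a log2 fold change of -1.57. *BXL1*, a beta-xylosidase gene counted in the list of sugar starvation, had a log2 fold change of -1.72.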

Further studies will be required to clarify this issue.

Our data reveal that the accumulation of the mRNA of SCW biosynthesis enzymes and regulators are unaffected in the *msil2/4* mutant, suggesting that the MSIL2/4 proteins act at a translational level to regulate the SCW formation. In this regard, the stem proteomics gives us a glimpse into the changes in protein abundance that could account for the observed *msil2/4* SCW phenotype. Indeed, our MS data reveal that proteins related to the glucuronoxylan biosynthesis machinery, including enzymes involved both in the synthesis (IRX9/10/14) and substitution (GUX1, ESK1, and GXM3) of the xylan backbone, are significantly over-accumulated in the *msil2/4* mutant. Knowing that the synthesis of the structurally complex glucuronoxylan polysaccharide requires the coordinated production and action of these enzymes in the Golgi apparatus, our results suggests that MSIL2/4 is exerting a multilevel control on the glucuronoxylan pathway, a mechanism reminiscent of the multi-nodal control displays by MSI2 on the TGF-β and translation pathways in animal cells (Park et al., 2014; Duggimpudi et al., 2018).

From a mechanistic point of view, however, our data raise several intriguing questions. In particular, the extent of glucuronoxylan-related protein abundance changes in *msil2/4* is at odds with the minor changes observed to glucuronoxylan composition. In particular, while the proteomic changes can correlate with the observed increase in glucuronoxylan methylation, it is not associated as expected with an increase in global glucuronoxylan content. One possible explanation for this observation could be that the activities of the GUX, ESK, IRXs glucuronoxylan biosynthesis enzymes, in contrast to that of GXM3, are not rate-limiting for glucuronoxylan synthesis in vivo. Alternatively, in light with prior studies that have shown that the steady-state levels of glucuronoxylan and cellulose are correlated within the SCW (Wu et al., 2009; Ye and Zhong, 2022), one could imagine that mechanisms acting downstream of glucuronoxylan de novo synthesis step contribute to fine tune the final content in glucuronoxylan in the SCW. Comparing the levels of glucuronoxylan produced in the Golgi apparatus versus the ones deposited in the SCW in both WT ve*rs*us msil2/4 plants will be necessary to ascertain this hypothesis. In contrast, the concomitance between the glucuronoxylan hypermethylation and the GXM3 overaccumulation phenotypes observed in *msil2/4* clearly support the previous assumption that GXM-mediated methylation is a rate-limiting step in glucuronoxylan that can be overcome by GXM protein overexpression (Yuan et al., 2014). In fine, our data support the idea that transcriptional and post-transcriptional regulation act in a concerted manner to fine tune the GXM3 and glucuronoxylan methylation levels in the stem. We currently posit that MSIL2/4 act in addition to the transcriptional network to adjust the final level of GXM enzymes by regulating the translation of the *GXM* mRNAs (Figure 7). Future biochemical and functional studies will be necessary to precisely understand the mechanism by which MSIL2/4 proteins impact gene expression during SCW synthesis in *Arabidopsis*.

**Figure 7.**
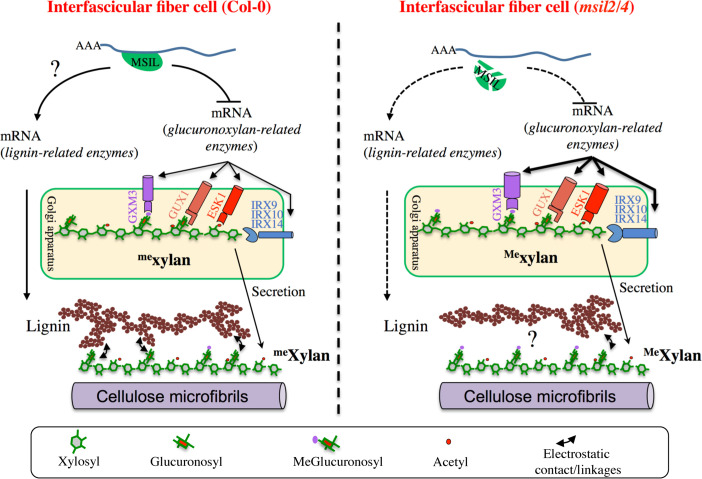
∣ Model of MSIL-dependent control of glucuronoxylan methylation in *Arabidopsis* and its consequence for SCW architecture. In the interfascicular fiber cells of Col-0, MSIL2/4 restrain the translation of the glucuronoxylan biosynthesis enzymes, including the rate-limiting GXM3 enzyme. This activity would keep the level of glucuronoxylan methylation at an intermediate level, therefore providing a biochemical environment that favors the interactions between the glucuronoxylan and lignin polymers. In the interfascicular fiber cells of *msil2/4* mutant, the translation of the glucuronoxylan biosynthesis machinery, including GXM3, is increased, leading to the deposition of an over-methylated form of glucuronoxylan that would be less prone to interact with lignin and establish SCW formation. In a non exclusive manner, MSIL2/4 could also have a positive role in lignin synthesis, whose defect in *msil2/4* would lead to a decrease in lignin content. The model was inspired from Grantham et al., 2017.

Our data indicate that, in addition to the reported change in glucuronoxylan methylation, the MSIL2/4 mutations is also associated with a specific decrease of lignin content in the SCW of the interfascicular fiber cells, whose origin remains unclear. On the basis of the previous observations, we envision two possible mechanisms by which the MSIL2/4 mutations could impact the lignin deposition in the fiber cells. In the first model, we propose that MSIL2/4 positively control the lignin synthesis pathway in the interfascicular cells by promoting the translation of lignin biosynthesis genes (Figure 7). In this regard, although no GO enrichment could be observed for lignin biosynthesis related genes in the proteomic analysis, two lignin biosynthetic enzymes, CAD4 and PAL2, are significantly down-accumulated in *msil2/4* mutant (Supplementary file 4), an observation that could account for the observed decrease in lignin content. However, previous published biochemical and genetic analyses do not support this conclusion, as the single *cad4* and *pal2* knock-out mutants display no significant alteration of lignin content due to genetic redundancy (Sibout et al., 2005; Rohde et al., 2004). Moreover, thioacidolysis analyses showed that the ratio or degree of polymerization of the different lignin monomers remain unchanged in the *msil2/4* mutant, reinforcing the idea that the lignin biosynthesis pathway is functional in this mutant, leaving open the question of the specificity of MSIL2/4 action on the lignin pathway (Figure 7). An alternative explanation for the decrease in lignin phenotype observed in the *msil2/4* mutant would be that it results from an indirect cascade effect primarily triggered by the *msil2/4*-dependent changes in glucuronoxylan methylation. In this regard, it has been proposed that the 4-*O*-methylation of GlcA substituent results in the xylan being more hydrophobic, possibly impacting its interaction with lignin and the capacity of lignin to assemble in the SCW (Urbanowicz et al., 2012; Busse-Wicher et al., 2016; Kang et al., 2019; Terrett and Dupree, 2019; Figure 7). However, a 35 S promoter-dependent overexpression study of GXMs in *Arabidopsis* previously failed to report any discernable developmental or molecular phenotypes associated to a glucuronoxylan hypermethylation (Yuan et al., 2014). In the light of these results and despite it is necessary to elucidate deeper the role of MSIL on other SCW genes, our work provides evidence that they are new players in the regulation of SCW and may consequently impact biomass digestibility, with possible implications for improving feedstock for biorefinery.

## Methods

### Plant material

*Arabidopsis thaliana* Col-0 and mutants *msil1-1* (*GABI_462* A04), *msil2-1* (*Salk_066670*), *msil3-1* (*Salk_002477*), and *msil4-1* (*Salk_094167*) obtained from the SALK Institute genomic analysis laboratory were used in this study. PAB2-RFP/PAB2R line has been provided by Cécile Bousquet-Antonelli (LGDP, Université Perpignan). The primers used to genotype lines are listed in Supplementary file 7. Double mutants and quadruple mutants were generated by crossing plants. Plants were either grown in soil or cultivated in vitro on plates containing 2.20 g/l synthetic Murashige and Skoog (MS) (Duchefa) medium and 0.5 g/l MES, pH 5.7, and 7 g/l agar. To breakdown dormancy, seeds were incubated for 48 hr at 6 °C in the dark. Germination and development were performed in growth chambers, at 20 °C, 60–75% hygrometry with a 16 hr light/8 h dark photoperiod (100 μE m −2 s−1 light [fluorescent bulbs with white 6500 K spectrum, purchased from Sylvania]). For in vitro culture, the seeds were surface-sterilized before been sown on plates, incubated for 48 hr at 6 °C in the dark, and placed in a growth cabinet at 20 °C with a 16-h-d/8-h-dark cycle and 120 μE m −2 s−1 light (LEDs with white 4500 K spectrum, purchased from Vegeled).

### Transgenic lines construction

MSIL2F- and MSIL4F-tagged versions were produced from Phusion-generated genomic DNA PCR products (promoter and coding region) using primers TL976(SalI)-TL924(PstI) for MSIL2F and TL974(SalI)-TL975(BamHI) for MSIL4F. PCR products were cloned in the CTL235 binary vector containing a Flag-HA tag in front of a NosT terminator and the hygromycin resistance gene driven by a 35 S promoter. To obtain the MSIL2G and MSIL4G constructs used for fluorescence microscopy, the same PCR products were cloned in the CTL579 binary vector in front of a EGFP tag. The obtained plasmids were then used to transform *mgl2/4* plants via Agrobacterium transformation. MSIL4-GFP/MSIL4G-tagged version used for complementation and RIP corresponds to the fusion of a genomic PCR product containing *MSIL4* promoter (primers TL3527(HindIII)-TL3528(SalI)) fused with a second PCR cDNA fragment (primers TL3529(SalI)-TL3530(BamHI)) cloned initially in pGEM T Easy (Promega). After sequencing the fusion DNA has been cloned in the binary vector CTL579 containing GFP cDNA sequence. The MSIL4G-tagged construct was finally introduced in *msil2/4* plants via Agrobacterium transformation. The rrm mutated MSIL4G^RRM^ version was produced as MSIL4G except that the cDNA fragment has been gene-synthetized (Genecust) to modify RNA binding ability by having aspartic instead of phenylalanine at position 9, 49 and 51 in RRM1 domain and in position 111, 151 and 153 in RRM2 domain. Transgenic seeds selection was performed in the presence of 30 μg/l hygromycin and the progenies were screened by PCR.

### Protein extraction and immunodetection

Total plant extracts (up to 100 mg) were ground in liquid nitrogen and proteins were extracted according to Hurkman and Tanaka, 1986. Before migration, SDS–PAGE loading buffer was added and Coomassie staining was used to calibrate loadings. Proteins were separated on SDS/ PAGE gels and blotted onto Immobilon-P PVDF membrane (Cat. No. IPVH00010; MerckMillipore). Protein blot analysis was performed using the Immobilon Western Chemiluminescent HRP Substrate (Cat. No. WBKLS0500; MerckMillipore). Specific MSIL antibodies were raised in rabbits against defined epitopes Epitope MSIL1 (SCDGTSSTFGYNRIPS), MSIL2 (RLQEYFGKYGDLVE), MSIL3 (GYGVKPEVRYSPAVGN) and MSIL4 (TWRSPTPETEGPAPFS) (Eurogentec).

### Protein production and purification

The MSIL4 RRM binding domains were amplified using primers TL4128 and TL4129 either from MSIL4G construct for the wild type version or from MSIL4GΔr for the mutated version. PCR products were then cloned in pET41 to obtain His-tagged RRM domains. Tagged proteins were produced by induction in *Escherichia coli* BL21 cells. Cultures of 200 mL of an ampicillin-resistant (100 mg mL–1) colony were grown at 37 °C and induced by 100 mM isopropyl-b-D-galactopyranoside in the exponential phase (optical density 0.5 at 500 nm). After induction, bacteria were harvested by centrifugation and pellets were resuspended in 5 ml of binding buffer (His-bind buffer kit) (Millipore), proteins were extracted using a Constant cell disrupter system (Constant Systems) with a disruption pressure of 2.35kbar and then purified using His-bind buffer kit (Millipore) following manufacturer’s recommendations.

### RNA binding assays

Binding assays were performed using homopolymer RNA conjugated to CNBr-activated Sepharose beads (Sigma **C9142**). Either poly(A), poly(G), poly(C) or poly (U) from Mercks (respectively P9403, P4903, P4404, and P9528) were used following Sigma’s recommendations. A total of 0.7–1 mg of RNA were used for 200 mg sepharose beads and 0.45 mg of purified protein (MSIL4 RRM binding domain or mutated version) in 0.5 ml binding buffer (100 mM NaCl, 10 mM Tris-HCl, pH 7.5, 2.5 mM MgCl2, 2.5% Triton X-100) were incubated with 5 mg RNA conjugated Sepharose beads for 1 hr. After incubation, beads were washed five times for 10 min each in 0.5 ml of binding buffer. Beads were then pelleted at 12,000 rpm, resuspended in SDS sample buffer, boiled for 20 min, and pelleted again. Supernatants were transferred to fresh tubes and loaded on a 12% SDS-PAGE minigel for electrophoresis (Bio-Rad) and protein blot analysis.

### RNA immunoprecipitation

RIP was performed as described previously in Merret et al., 2017 using 400 mg of stem powder as starting material.

### Expression analysis

Total RNA was isolated using the TRI re-agent (Cat. No. TR-118; Euromedex) according to the manufacturer’s instructions. Genomic DNA was then digested out using the RQ1 RNase-Free DNase (Cat. No. M6101; Promega). cDNAs were obtained from 400 ng of RQ1-treated RNA using 1 μl of GoScript Reverse Transcriptase (Cat. No. A5003; Promega) in a 20 μl final volume reaction using random primers (Cat. No. C1181; Promega) in the presence of 20 units of RNasin (Recombinant Ribonuclease Inhibitor, Cat. No. C2511; Promega) and dNTP mix at a final concentration of 0.5 mM of each dNTP (Cat. No. U1511; Promega). Semi-quantitative RT–PCR amplifications were performed on 1 μl of cDNA in a 12.5 μl reaction volume to start with. The amplification of EF1αtranscripts was used to equilibrate. qRT–PCR was performed on a Light Cycler 480 II machine (Roche Diagnostics) by using the Takyon No ROX SYBR MasterMix blue dTTP kit (Cat. No. UF-NSMT-B0701; Eurogentec). Each amplification reaction was set up in a 10 μl reaction containing each primer at 300 nM and 1 μl of RT template in the case of total RNA with a thermal profile of 95 °C for 10 min and 40 amplification cycles of 95 °C, 15 s; 60 °C, 60 s. Relative transcript accumulation was calculated using the ΔΔCt methodology (Livak and Schmittgen, 2001), using ACTIN2 as internal control. Average ΔΔCt represents three experimental replicates with standard errors. PolyA +RNAs were purified from RNA obtained by the TRI Reagent extraction, using the PolyATtract mRNA Isolation System III (Cat. No. Z5310; Promega) according to the manufacturer’s instructions. cDNAs were then synthetized according to the above protocol using 50 ng of polyA +RNA as starting material. Semiquantitative and quantitative RT–PCRs were performed as described above with a 1/25 dilution of cDNAs from polyA +RNA as template for qRT–PCR. The primers used for RT and qRT-PCR are listed in Supplementary file 7.

### RNA sequencing

Total RNA were extracted from the basal stem section of mature Col-0 and *msil2/4* mutant plants using the RNeasy Plant Mini Kit (Qiagen, Cat.#74904) and treated onto the column with the RNase-Free DNase Set (Qiagen, Cat.#79254). Two replicates were performed per plant lines. PolyA purification, library preparation using the Illumina TruSeq stranded mRNA kit and library quality controls were performed by the BioEnvironment Illumina Platform. The mRNA sequencing of Col-0 and msil2/4 mRNAs was done with single-reads, 1x75 pb and 30–35x10^6^ reads per library.

### RNASeq analysis

For each library, 30–35x10^6^ reads were obtained with 85–90% of the bases displaying a Q-score ≥30, with a mean Q-score of 38 as assessed with Fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped against the TAIR 10 genome using gtf annotation file and default parameters of TopHat2 v2.0.7 (Langmead and Salzberg, 2012). Assembly and transcript quantification were performed with Cufflinks v2.2.1 (Kim et al., 2013). 

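Of the 234 listed genes, 64 had a value under 1 RPKM in at least 1 library. They were 58 up-regulated genes, all with the low value in Col-0, and 6 down-regulated genes, all with the low value in *msil2/4*. *PR1*, *JAL33* and *FLC* are examples, with lowest values of 0.09, 0.03 and 0.17 RPKM. No listed gene was under 1 RPKM in all 4 libraries. Restricted to the 170 genes with at least 1 RPKM in every library, limma called 97 genes higher and 72 lower in *msil2/4*.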

Finally, the low expressed transcripts - less than 1 RPKM (reads per kilobase per million mapped reads) in one of the libraries were filtered out. The differential analysis was conducted by Cuffdiff software, belonging to the Trapnell suite. 

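In the authors' deposited tables, the fold change of each gene equals the log2 ratio of its *msil2/4* value to its Col-0 value, within 1.1e-05. These values per genotype are not the plain means of the 2 libraries. For *PR1*, they are 0.797 and 302 RPKM in the authors' deposited tables, where the plain means are 0.715 and 328 RPKM. Over the 234 genes the value per genotype was a median of 1.06 times the plain mean in Col-0 and 0.938 times in *msil2/4*, which shifts the log2 fold change by -0.18. On plain means, 9 of the 78 down-regulated genes had a log2 ratio between -1.5 and 0, and all 156 up-regulated genes were above 1.5.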

Foldchange (FC) was determined as the ratio between the normalized read counts between mutant and wild-type.

### Fluorescence detection and tissue colorations

GFP detections were performed on in vitro grown one week seedling roots fixed in fixation buffer (50 mM Pipes, 5 mM EGTA, 5 mM MgSO4, pH7 added with 2% para-formaldehyde and 0.2% Triton). After 5 min vacuum infiltration and 10 min agitation at room temperature, roots were washed twice with fixation buffer and stored at 4 °C until confocal observation. Confocal imaging was done using an Zeiss Axio Observer Z1 LSM 700. Roots were observed in water and for GFP detection samples were excited at 488 nm and the signal captured at 495–555 nm. For RFP detection, excitation was performed at 555 nm and the signal captures at 600–700 nm. Images were analysed with ImageJ. At least 15 samples per line were analyzed.

Stem coloration were performed from 5 cm length basal stem pieces conserved in ethanol 80%. Stems were rehydrated first in ethanol 50% and later in water and then embedded in agarose 5% before being transversally cut using a vibratome (Leica vt 1000 s) to obtain 120 μm thickness sections stored in water. The presence of lignin was determined by staining with phloroglucinol for 30 s, giving a red coloration in the presence of lignin cinnamaldehyde groups. Sections were observed using an inverted microscope (Leitz DMRIBE, Leica Micro-systems, Wetzlar, Germany) and images were registered using a CCD camera (Color Collview, Photonic Science, Milham, UK).

For cellulose detection, the brightener Calcofluor White ST [4,4'-bis(anilino-6-bis(2-hydroxyethyl)-amino-s-triazine-ylamino)–2,2'-stilbene disulfonic acid; Cyanamide Co., Bound Brook, N.J] was used at a final concentration of 0.1%. The samples were incubated with calcofluor for 3 min, washed three times with water before being observed. For detection, excitation was performed at 405 nm and the signal captures at 434–496 nm. For auto-fluorescence analysis stem sections were excited at 405 nm and the signal captures at 410–470 nm for blue. Pictures have been analyzed with LAS X (Leica Application Suite X).

### Biochemical analyses of SCWs

*Arabidopsis* stems (5 cm sections at the bottom part of the stems) were harvested from Col0 and *msil2/4* double mutant as four independent biological replicates. Soluble extractives were eliminated as described by Ployet et al., 2018. Briefly, stems were freeze dried for 48 hr, ground using a Mixer Mill MM 400 (Retsch), and extracted by hot solvents (successively water, ethanol, ethanol/toluene (1:1 v/v) and acetone) to obtain extractive-free stem residues (ESR). The determination of acetyl bromide (AcBr) lignin was performed on 10 mg of ESR as described by Ployet et al., 2019. All analyses were done in triplicate. Fourier transform infrared spectroscopy (FT-IR) analysis was performed on 100–200 mg of ESR. Spectra were recorded from ten technical replicates, in the range 400–4000 cm^−1^ with a 4 cm^-1^ resolution and 32 scans per spectrum using an attenuated total reflection (ATR) Nicolet IS50 FT-IR spectrometer (Thermo Fisher, Illkirch-Graffenstaden, France) equipped with a deuterated-triglycine sulfate (DTGS) detector. Spectra analyses were performed as described in Dai et al., 2020. Saccharification yield was estimated with or without alkali pretreatment, as described by Acker et al., 2016. Reducing sugar concentration was assessed with dinitrosalicylic acid (DNS) reagent using 10 µl of the supernatant after 9 hr of reaction. Enzyme activity was assessed at 0.25 filter paper units (FPU) ml^–1^ in our conditions. The Boxplots were generated using ggplot2 R package (R v2022.07.1).

### Mass spectrometry (MS)-based proteomic analyses

Proteins from total inflorescence stem extracts of three biological replicates of Col-0 and *msil2/4* mutant plants were solubilized in Laemmli buffer and heated for 10 min at 95 °C. They were then stacked in the top of a 4–12% NuPAGE gel (Invitrogen), stained with Coomassie blue R-250 (Bio-Rad) before in-gel digestion using modified trypsin (Promega, sequencing grade) as previously described (Casabona et al., 2013). The resulting peptides were analyzed by online nanoliquid chromatography coupled to MS/MS (Ultimate 3000 RSLCnano and Orbitrap Exploris 480, Thermo Fisher Scientific) using a 180 min gradient. For this purpose, the peptides were sampled on a precolumn (300 μm x 5 mm PepMap C18, Thermo Scientific) and separated in a 75 μm x 250 mm C18 column (Aurora Generation 2, 1.6 µm, IonOpticks). The MS and MS/MS data were acquired using Xcalibur 4.4 (Thermo Fisher Scientific).

Peptides and proteins were identified by Mascot (version 2.8.0, Matrix Science) through concomitant searches against the Viridiplantae database (from Uniprot, *Arabidopsis thaliana* (thale-cress) taxonomy, 136447 sequences) and a homemade database containing the sequences of classical contaminant proteins found in proteomic analyses (human keratins, trypsin..., 126 sequences). Trypsin/P was chosen as the enzyme and two missed cleavages were allowed. Precursor and fragment mass error tolerances were set at respectively at 10 and 20 ppm. Peptide modifications allowed during the search were: Carbamidomethyl (C, fixed), Acetyl (Protein N-term, variable) and Oxidation (M, variable). The Proline software (Bouyssié et al., 2020; version 2.2.0) was used for the compilation, grouping, and filtering of the results (conservation of rank 1 peptides, peptide length ≥6 amino acids, false discovery rate of peptide-spectrum-match identifications <1% (Couté et al., 2020), and minimum of one specific peptide per identified protein group). MS data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (Perez-Riverol et al., 2022). Proline was then used to perform a MS1 label-free quantification of the identified protein groups based on razor and specific peptides.

Statistical analysis was performed using the ProStaR software (Wieczorek et al., 2017) based on the quantitative data obtained with the four biological replicates analyzed per condition. Proteins identified in the contaminant database, proteins identified by MS/MS in less than two replicates of one condition, and proteins quantified in less than three replicates of one condition were discarded. After log2 transformation, abundance values were normalized using the variance stabilizing normalization (vsn) method, before missing value imputation (SLSA algorithm for partially observed values in the condition and DetQuantile algorithm for totally absent values in the condition). Statistical testing was conducted with limma, whereby differentially expressed proteins were selected using a log2(Fold Change) cut-off of 1 and a p-value cut-off of 0.00513, allowing to reach a false discovery rate close to 1% according to the Benjamini-Hochberg estimator. Proteins found differentially abundant but identified by MS/MS in less than two replicates, and detected in less than three replicates, in the condition in which they were found to be more abundant were invalidated (*P*-value = 1).

### MALDI-TOF MS analyses of the patterns of xylanase-released SCW oligosaccharide

Ten mg of dried alcohol insoluble cell wall residues were incubated with 10 U.ml^–1^ of endo-1,4-D-xylanase (E-XYLNP) from MEGAZYME previously desalted with centrifulgal filters (Amicon Ultra-0.5ml) in 1 ml during 12 hr at 40 °C. After boiling during 5 min to inactivate enzyme activity, samples where filtred with 50KD centrifulgal filters (Amicon Ultra-0.5ml). As positive control, 2 mg of wheat AX (MEGAZYMZE) were treated in a similar manner.

The samples were then analyzed by matrix-assisted laser desorption ionization-time of flight (MALDI-TOF) MS using DMA/DHB (N,N-dimethylaniline/2,5-dihydroxybenzoic acid) matrix (Ropartz et al., 2011). The samples (1 μL) were deposited and then covered by the matrix (1 μL) on a polished steel MALDI target plate. MALDI measurements were then performed on a rapifleX MALDI-TOF spectrometer (Bruker Daltonics, Bremen, Germany) equipped with a Smartbeam 3D laser (355 nm, 10,000 Hz) and controlled using the Flex Control 4.0 software package. The mass spectrometer was operated with positive polarity in reflectron mode. Spectra were acquired in the range of 560–3200 *m/z*. The detected species correspond to ions in the form of sodium adducts.

### Thioacidolysis

This method is adapted from Lapierre et al., 1995. Briefly, 10 mg of alcohol insoluble cell wall residues were incubated in 3 ml of dioxane with ethanethiol (10%), BF3 etherate (2.5%) containing 0.1% of heinecosane C21 diluted in CH2Cl2 at 100 °C during 4 hr. Three ml of NaHCO3 (0.2 M) were added after cooling and mixed prior the addition of 0.1 mL of HCl (6 M). The tubes were wortexed after addition of 3 mL of dichloromethane and the whole lower organic phase was collected in a new tube before concentration under nitrogen atmosphere to approximately 0.5 ml. Then, 10 μL were trimethylsilylated (TMS) with 100 μL of N,O-bis(trimethylsilyl) trifluoroacetamide and 10 μL of ACS-grade pyridine. The trimethylsilylated samples were injected (1 μL) onto an Agilent 5973 Gas Chromatography–Mass Spectrometry system. Specific ion chromatograms reconstructed at *m*/*z* 239, 269 and 299 were used to quantify H, G and S lignin monomers respectively and compared to the internal standard at m/z 57, 71, 85.

### Cell wall sugar analysis

Neutral monosaccharide sugar content was determined by gas chromatography after acid hydrolysis and conversion of monomers into alditol acetates as described in Hoebler et al., 1989, and Blakeney et al., 1983. Gas Chromatography was performed on a DB 225 capillary column (J&W Scientific, Folsorn, CA, USA; temperature 205 °C, carrier gas H_2_). Calibration was made with standard sugar solution and inositol as internal standard.

For acid sugar analysis, the uronic acid content was automatically quantified after hydrolysis of polysaccharides in concentrated sulfuric acid (18 M) containing sodium tetraborate (12.5 mM) or not, followed by m-hydroxydiphenyl colorimetric determination (Blumenkrantz and Asboe-Hansen, 1973; Thibault, 1979). Galacturonic and Glucuronic acid were used as standard for quantification.

### Immunohistochemistry

Samples of *Arabidopsis* tissues were dehydrated in a successive ethanol series (20%, 40%, 60%, 80%, 95%, and 100%) and embedded in LR White resin (Electron Microscopy Sciences). Thin sections (1 µm) were placed on Teflon-coated slides (Electron Microscopy Sciences), blocked in phosphate-buffered saline, 2% Tween, and 1% bovine serum albumin for 2 h (PBST-BSA), and labeled overnight (12 hr) at 4 °C with primary antibody diluted in PBST-BSA. Sections were washed with PBST and incubated at room temperature for 2 hr with a secondary antibody diluted in PBST-BSA. Slides were then washed with deionized water and dried under a stream of dry air. Primary antibodies and dilutions were as follows:, LM10 and LM11 (1:10, v/v; Plant Probes for both). The secondary antibody was a goat anti-rat IgG coupled to the fluorescent dye Alexa Fluor 555 (Molecular Probes) and was used at a 1:100 (v/v) dilution. Observations were carried out using a LeicaDM 6000microscope with a TCS SP8 scanning confocal system using a 40 x apochromatic oil immersion objective to visualized Alexa555 fluorescence (excitation: 561 nm; emission: 565–645 nm). Acquisition settings, including laser power,photomultiplier gain, field of view (X,Y dimension), Z-step, and pixel size of the image, were strictly identical to ensure reliable comparisons between plant material (i.e. the wild type versus mutants).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE223732.The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium under the dataset identifiers PXD040207, and PXD040020. The following datasets were generated: KairouaniA PontierD PicartC MounetF MartinezY Le-BotL FanuelM HammannP BelmudesL MerretR AzevedoJ CarpentierMC GagliardiD CoutéY SiboutR Bies-EtheveN LagrangeT 2023Effect of depletion of MSIL2 and MSIL4 RNA-binding proteins on gene expression in the Arabidopsis inflorescence stemNCBI Gene Expression OmnibusGSE223732 KairouaniA PontierD PicartC MounetF MartinezY Le-BotL FanuelM HammannP BelmudesL MerretR AzevedoJ CarpentierMC GagliardiD CoutéY SiboutR Bies-EtheveN LagrangeT 2023Cell type-specific control of secondary cell wall formation by Musashi-type translational regulators in ArabidopsisProteomeXchange Consortium10.6019/PXD040207PMC1054117737773033 KairouaniA PontierD PicartC MounetF MartinezY Le-BotL FanuelM HammannP BelmudesL MerretR AzevedoJ CarpentierMC GagliardiD CoutéY SiboutR Bies-EtheveN LagrangeT 2023Musashi-type translational regulator controls the buildup of secondary cell wall in ArabidopsisProteomeXchange Consortium10.6019/PXD040020PMC1054117737773033

## Additional files

Supplementary file 1. Affinity Purification - Mass spectrometry (AP-MS) - based proteomic analyses.

Supplementary file 2. Wave numbers from FT-IR absorption spectra and their related compounds reported in literature.

Supplementary file 3. Genes down-regulated in msil2/4.

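Supplementary file 3 lists both directions, 156 genes up-regulated and 78 down-regulated in *msil2/4*, with a value in RPKM for each of the 4 stem libraries, a value per genotype, the log2 fold change and an annotation. All 234 gene identifiers and fold changes are those of the authors' deposited tables. The median log2 fold change in those deposited tables was 2.39 for up-regulated and -2.19 for down-regulated genes, and the smallest changes were 1.50 and -1.53.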

Supplementary file 4. MS-based label-free quantitative proteomic analysis of Col-0 (WT) and msil2/4 (mutant).

Supplementary file 5. Quantification of the LM10 and LM11 fluorescence signals from the xylem cells from Col-0 and msil2/4 mutant inflorescence stems.

Supplementary file 6. Normalization of Col-0 and msil2/4 xylan MALDI-TOF MS peak intensities using an internal standard (pentaacetyl-chitopentaose).

Supplementary file 7. Primers used in this work.

MDAR checklist

# Supplementary material for: Cell-type-specific control of secondary cell wall formation by Musashi-type translational regulators in Arabidopsis
**Source:** eLife. 2023 Sep 29;12:RP88207. doi: 10.7554/eLife.88207
**Supplement:** Supplementary file 6.

**Normalization of Col-0 and msil2/4 xylan MALDI-TOF MS peak intensities using an internal standard (pentaacetyl-chitopentaose).**

|  |  | **Raw intensity (a.u.)** | |  | **Normalized intensity (%)** | |  | **Intensity evolution from Col-0 to msil2/4 (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **m/z** | **Species** | **Col-0** | **msil2/4** |  | **Col-0** | **msil2/4** |  |
| **1056** | Standard | 1828.5 | 1569 |  | 100 | 100 |  | 0.00 |
| **1093** | 1.GlcA+6.Pent+2Ac | 1201.5 | 590 |  | 66 | 38 |  | -42.77 |
| **1107** | 1.MeGlcA+6.Pent+2Ac | 1735.5 | 4414 |  | 95 | 281 |  | 196.40 |
| **1135** | 1.GlcA+6.Pent+3Ac | 332 | 220 |  | 18 | 14 |  | -22.78 |
| **1149** | 1.MeGlcA+6.Pent+3Ac | 926 | 2684 |  | 51 | 171 |  | 237.79 |
| **1267** | 1.GlcA+7.Pent+3Ac | 296 | 222 |  | 16 | 14 |  | -12.60 |
| **1281** | 1.MeGlcA+7.Pent+3Ac | 264 | 594 |  | 14 | 38 |  | 162.21 |
| **1399** | 1.GlcA+8.Pent+3Ac | 634 | 152 |  | 35 | 10 |  | -72.06 |
| **1413** | 1.MeGlcA+8.Pent+3Ac | 760 | 1976 |  | 42 | 126 |  | 203.00 |
| **1441** | 1.GlcA+8.Pent+4Ac | 289 | 78 |  | 16 | 5 |  | -68.55 |
| **1455** | 1.MeGlcA+8.Pent+4Ac | 474 | 2002 |  | 26 | 128 |  | 392.22 |
| **1705** | 1.GlcA+10.Pent+4Ac | 238 | 58.5 |  | 13 | 4 |  | -71.35 |
| **1719** | 1.MeGlcA+10.Pent+4Ac | 166 | 802 |  | 9 | 51 |  | 463.04 |
| **1747** | 1.GlcA+10.Pent+5Ac | 189 | 67.5 |  | 10 | 4 |  | -58.38 |
| **1761** | 1.MeGlcA+10.Pent+5Ac | 226 | 1113.5 |  | 12 | 71 |  | 474.19 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  | **avg. 0 methyl** | **-49.78** |
|  |  |  |  |  |  |  | **avg. 1 methyl** | **+304.12** |

# Supplementary material for: Cell-type-specific control of secondary cell wall formation by Musashi-type translational regulators in Arabidopsis
**Source:** eLife. 2023 Sep 29;12:RP88207. doi: 10.7554/eLife.88207
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The material is available upon request | section |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| - specific MSIL antibodies were raised in rabbits against peptides, Eurogentec  -Anti-HA antibodies, Sigma-Aldrich, H6533  -Anti-His antibodies, Sigma-Aldrich, H1029  -Anti-GFP antibodies, Rockland TEBU, 600-401-215  - LM10, LM11, Agrisera, AS18 4206, AS18 4207 respectively  -Anti-UGPase, Agrisera, AS05086 | - described in Prot Extraction and immunodetection section of Methods  - Figure 1- supplement 3-  - Figure 2C  - Figure 2, supplement 2, Fig6D  - Figure 5E  -Figure 6D |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| All DNA sequences were synthetized as custom DNA oligos by Merck. Their sequences are described and classified by use in Supplementary file 7. | listed in Supplementary file 7  -tab "plant genotyping"  -tab "primers for constructs"  -tab "RT" |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Arabidopsis thaliana (Col0) plants were used in this study. MSIL mutants were obtainted from the Nottingham Arabidopsis Stock Center. The PAB2-RFP/PAB2R line is a gift from C. Bousquet Antonelli (Perpignan) | - Plant Material section of Methods  - Plant Genotyping Tab of Supplementary File 7 |  |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | **N/A** |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods, figure legends, supplementary files |  |
| Define whether data describe technical or biological replicates. | Biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability section in methods |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability section in methods |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

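RNA was sequenced from the basal stems of Col-0 and *msil2/4* plants, with 2 libraries per genotype. Conditions and replicate numbers came from the sample labels and the paper, and the column names of the tables match them. According to the paper and the submitters' processing notes, the authors aligned the reads with TopHat2 2.0.7 and Bowtie2 2.3.4 to TAIR10, quantified transcripts with Cufflinks 2.2.1 and compared the genotypes with Cuffdiff, for which no version is given in the sources used here. The authors deposited RPKM values, that is, reads scaled by transcript length and by mapped reads, for each library, and one RPKM value per genotype, for the genes they called different. The log2 fold changes in the deposited tables were made by the authors as the log2 ratio of their values per genotype. The authors' limits were a log2 fold change beyond 1.5 or -1.5 and an FDR or P value of 0.05, and the paper describes a filter at 1 RPKM.

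The depth per library is known only as stated, 30000000 to 35000000 reads. Whether the low RPKM values were whole multiples of 1 read was checked against 200 shuffles of the transcript lengths. As many as 76.0%, 90.5%, 54.5% and 1.0% of shuffles came as close in Col-0 replicates 1 and 2 and *msil2/4* replicates 1 and 2, the last on only 5 values, so read counts were not recovered and no count model was used.

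From the RPKM values of each library, log2(RPKM + 1) was computed and the genotypes were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes, two-sided), with Benjamini-Hochberg adjustment over the 234 listed genes and a threshold of 0.05. Tables and figures were made with Python 3.11.15. The prior of limma had 3.27 degrees of freedom, and it was estimated from genes selected for a difference. Genes whose libraries did not overlap between genotypes were counted beside the limma calls. Replicates of a genotype differed by a median of 0.446 in Col-0 and 0.391 in *msil2/4* on the log2 scale, and no gene had identical values in both replicates of a genotype. The procedure was tested on simulated data for this comparison, with 234 genes of which 200 were changed, over 50 draws. It called 90.7% of genes changed 4-fold, 97.1% of genes changed 8-fold and 98.8% of genes changed 16-fold in the right direction, and it called 3.94% of unchanged genes. These folds were set on the scale of RPKM + 1, and the spread was drawn from the prior that limma fitted to the real values. The simulation had no selection of genes for a difference and no counting error, so its rates need not hold for the listed genes.

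Genes were grouped in 26 lists fixed by locus, with 348 genes, and 4 lists taken from the annotation in the tables. The genes named in the text were the 10 with the largest and the 10 with the lowest log2 fold change among those that passed limma with libraries that did not overlap, every gene the paper names for the stem mRNA-seq, RT-PCR or proteome, every listed member of the secondary wall lists, and up to 4 listed members of each other list with the largest change. Supplementary file 3, which gives values for the called genes, had been read before this rule, the gene lists and the alternatives were written, so those values count as seen. Further members were named to complete a count or an example after their values were seen. Coordinates are from the TAIR10.1 annotation, in which all 234 identifiers were found, and the authors' tables carry none.

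The alternatives were pseudocounts of 0.1 and 0.01, filters on low values, library values rescaled to the authors' values per genotype, the replicate number as a block, each library left out in turn, a trend in the prior variance and a limit of 1.5 on the absolute log2 fold change. No enrichment test was run, because the tables hold no background of tested genes. Reads, alignments and the values of genes outside the tables were not analysed here. The paper's table of protein values was held only in part, 1773 of 4273 rows, and single values and counts of direction are given from it, as the paper's, with no test.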

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

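All tests of explanations in this part were chosen only after the result was seen.

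Of 23 genes of DNA replication, a group the paper does not discuss, 6 were higher in both *msil2/4* libraries than in both Col-0 libraries (*RPA2A*, *PCNA1*, *MCM7*, *MCM2*, *RPA1D* and *RPA1B*, the last pair named after their values were seen), with a median log2 fold change of 1.50, and 17 were in neither table. *RPA2A*, a subunit of the single-strand binding complex, was at 5.22 ± 0.488 RPKM (SD, n = 2) in Col-0 and 18.0 ± 4.18 RPKM (SD, n = 2) in *msil2/4*. Without *msil2/4* replicate 2 limma called 1 of the 6, and the adjusted p from limma was 0.0634 for *PCNA1*, 0.0722 for *MCM7* and 0.0834 for *MCM2*, the highest over the alternatives run, where the lowest were 0.00360, 0.00372 and 0.00486. The genes were selected on both *msil2/4* libraries, so the median of 1.09 by which replicate 1 alone lay above the Col-0 mean on the log2 scale (SD over members 0.15) is no test of whether a single library decides them. More dividing cells of the cambium may also raise such genes, and this stays open, since 0 of 3 cambium markers were in a table, which decides nothing.

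The jasmonate and ethylene genes that were up-regulated in *msil2/4* also differed between replicates of the same genotype. The 5 genes were higher in replicate 2 than in replicate 1 by a median of 1.55 in Col-0 (lowest 1.40) and 2.08 in *msil2/4* (lowest 0.85) on the log2 scale. A higher scale of both replicate 2 libraries was argued against by the median over all 234 genes, 0.11 at most. The sum of the 3 listed defensins was higher in replicate 2 by 2.21 in Col-0 and 2.52 in *msil2/4* on the log2 scale. That argues against reads moving among these 3 genes alone. The defensin gene *PDF1.2B* was in neither table and is not in the sum, so reads moving to or from it stay open. Growth or harvest conditions shared by plants of the same replicate number could act on these genes and stay open, since the correlation of the replicate differences across the 234 genes was 0.07, which a condition acting on few genes would not move. Genes are not independent replicates in that correlation.

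The 15 listed genes of the cold, ABA and dehydration list and of the sugar starvation list were all lower in *msil2/4*, with a median log2 fold change of -1.90 (SD over members 0.40). With each library left out, 14 or 15 of the 15 stayed called, which is no test of a single library as the source, since the genes were selected on these libraries and 212 to 224 of all 232 calls stayed as well. Neither a difference between the genotypes in the time or handling of the harvest nor any other explanation was tested.

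In a further 4 lists, whose listed genes the paper's text does not name one by one, some members lay above both Col-0 libraries in both *msil2/4* libraries. Of 19 genes of expansins and primary wall remodelling, 4 did so and 4 others were lower. The median log2 fold change was 2.11 over the 5 up-regulated members, *XTH16* included, and -2.36 over the 4 lower ones. For 3 genes of ER bodies and jacalin-related lectins, *NAI2*, *JAL33* and *JAL34*, of 12 in the list, the median was 3.93, with *NAI2* at 0.615 ± 0.332 RPKM (SD, n = 2) in Col-0 and 25.8 ± 15.7 RPKM (SD, n = 2) in *msil2/4*. *JAL33* and *JAL34* are neighboring copies, and whether they share reads was not tested. For 8 class III peroxidase genes it was 3.78, with *PER22* listed at 0 and 0.28 RPKM in the Col-0 libraries. For 7 lipid transfer protein genes it was 4.07, with AT4G12490 listed at 0 and 1.48 RPKM in the Col-0 libraries.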

How the results depend on the processing

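The alternatives were chosen before the data were examined in the deposited tables, but after Supplementary file 3, which holds the same values, had been read. Limma called 139 to 152 genes higher and 73 to 77 lower with each library left out in turn, where the lone library of a genotype is assumed to vary like the other genotype, and 151 to 156 higher and 78 lower with other pseudocounts, rescaled values, a trend or the replicate block. Of the 232 calls, 8 to 20 were lost when 1 library was left out, the most without *msil2/4* replicate 2. A limit of 1.5 on the absolute log2 fold change left 140 higher and 64 lower. With at least 1 RPKM in every library, 170 genes were tested and 97 were higher, 72 lower, by construction of the filter, which removes genes low in one genotype. The filter on the mean over libraries removed no gene. The median log2 fold change of up-regulated genes was 2.55 and 2.63 with pseudocounts of 0.1 and 0.01, 1.97 with at least 1 RPKM in every library, 1.89 on rescaled values and 2.03 to 2.13 with each library left out. That of down-regulated genes was -1.96, -1.97, -1.82, -1.97 and -1.84 to -1.78 in the same order. Without the lists of lignin polymerization and patterning, 1 secondary wall gene was up-regulated and 1 down-regulated, because fewer genes were counted. With at least 1 RPKM in every library, 7 genes of salicylic acid and SAR, 1 of ER bodies and jacalin-related lectins, 4 class III peroxidases, 3 WRKY factors and 3 lipid transfer proteins were higher and 1 of flowering time was lower, because fewer genes were tested. With each library left out, the genes called ranged from 0 to 1 for secondary wall transcription factors (0 without Col-0 replicate 2 or *msil2/4* replicate 2), from 1 to 6 for DNA replication (1 without *msil2/4* replicate 2), from 1 to 2 for auxin response, higher (2 only without Col-0 replicate 1), and from 1 to 2 for flowering time (1 without *msil2/4* replicate 1). Auxin response also gave 1 higher gene with pseudocounts of 0.1 and 0.01 and on rescaled values. *WRKY62* lost its call with both pseudocounts and on rescaled values (limma adjusted p = 0.0706, 0.0873 and 0.0539). Its log2 fold change was 3.09, 3.18 and 2.37 there, beside 2.52 as reported, and 1.11 without Col-0 replicate 1. Apart from the filters and left-out lists, the cause was not tested. The replicate block gave 156 genes higher and 78 lower, with *NATA1* and *XTH16* gained. The numbers were not shown to pair the libraries, since the correlation of the replicate differences between genotypes across genes was 0.0667, and -0.214 over the down-regulated genes alone, whose cause was not tested. With no read totals per library, the counting error of low values is unknown, and depth limits most what can be said of values near the 0.033 RPKM that 1 read on a transcript of 1 kb would give.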

Differences from the paper's values

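The numbers of genes in the tables, the gene identifiers and the fold changes are those of the paper, and limma called 154 genes higher and 78 lower where the paper, with Cuffdiff, gives 156 and 78. With the replicate block limma called 156 and 78. The 2 genes gained were *NATA1* and *XTH16*, and *XTH16* was lower in *msil2/4* in replicate 1 and higher in replicate 2. That fit took its spread over all genes together (an infinite prior), and the numbers were not shown to pair the libraries. At the paper's limit on the fold change as well as an adjusted p under 0.05, limma called 140 and 64, on a log2 scale with a pseudocount of 1 that the paper does not use. With at least 1 RPKM in every library it called 97 genes higher, more than 1.5 times below the paper's 156. That gap comes from the filter, which removed 58 of the 156 genes before the test.

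The paper states that genes of secondary wall biosynthesis and its regulation are absent from the differentially expressed genes, and that none of the misregulated genes could be associated with that process. It also reports that expression of these pathway genes was not significantly changed, with boxplots of its xylan/cellulose and lignin genes. Of the 105 genes in the secondary wall lists, 101 were in neither table. The other 4 were listed, *CCR2* with a log2 fold change of 1.65, *PER52* with 3.48, *MYB69* with -1.44 and *MAP70.5* with -1.93. That of *MYB69* was -1.01 without Col-0 replicate 2 and -1.07 without *msil2/4* replicate 2. *PER52* is also among the 8 class III peroxidase genes in the tables, all higher in *msil2/4*. The other reductase gene of the lignin list, *CCR1*, was in neither table. The lists were written for the re-analysis, after the paper's values had been read, and are not the paper's own. The paper describes the removal of transcripts under 1 RPKM in one of the libraries. Of the 234 genes, 64 were under 1 RPKM in at least 1 library, and none was under 1 RPKM in all 4. As log2 ratios of mean RPKM, 1 gene of 234, AT1G67626, named after its values were seen, differed from the paper's value by more than the standard error from limma, at -2.50 beside the paper's -3.15. That standard error, 0.36, belongs to its fold change of -1.41 on the scale of log2(RPKM + 1), so the count sets a difference on one scale against an error on another.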

Other observations

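The comparison of neighboring genes and that of mRNA with single protein values were chosen only after the results were seen. Genes of flowering time, auxin response and protein folding were among those that differed. Of 17 flowering time genes, *FLC* and the AP2-type repressor gene *TOE3* were lower in *msil2/4* and 15 were in neither table. *TOE3* had a log2 fold change of -1.32 (standard error 0.33, adjusted p = 0.0117 from limma), and an adjusted p from limma of 0.0591 without *msil2/4* replicate 1, over a range of 0.00906 to 0.0591 across the alternatives run. Of 16 auxin response genes, 2 were higher, 4 were lower and 10 were in neither table. The homeobox gene *HAT2* was at 110.0 ± 34.0 RPKM (SD, n = 2) in Col-0 and 20.6 ± 8.42 RPKM (SD, n = 2) in *msil2/4*, and *GH3.6*, which encodes an auxin-conjugating enzyme, had a log2 fold change of 1.85 (standard error 0.54, adjusted p = 0.0186 from limma), with an adjusted p from limma of 0.0601 without *msil2/4* replicate 2, over a range of 0.000614 to 0.0601 across the alternatives run. Of 14 genes of protein folding in the ER, the disulfide isomerase gene *PDIL1-2* and the chaperone gene *BIP2* were higher, with log2 fold changes of 2.12 and 1.69, and 12 were in neither table. *BIP2* has a near-identical copy, *BIP1*, and whether they share reads was not tested.

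Of 6 WRKY genes in the tables by annotation, 5 were higher and *WRKY18* was lower. Of 10 leaf senescence genes, *WRKY75* was higher, with a log2 fold change of 2.49, and of 5 epidermis markers the wax gene *CER3* was lower, with -1.46. None of 6 photosynthetic tissue markers, 6 root markers, 4 phloem markers, 2 xylem vessel markers and 3 cambium markers was in a table, and neither were *MSIL1* and *MSIL3*. A marker in neither table was not shown to be equal between the genotypes.

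Among the listed genes, 13 pairs were neighbors in the TAIR10.1 annotation, with no other protein-coding gene between them apart from genes inside the span of another, and 12 pairs were in the same table. The exception was *IAA3* and *IAA17*, both encoding auxin response repressors, 6388 bp apart on chromosome 1. Most of the other pairs were copies within a gene family, such as *PER37* and *PER38* or *CRK6* and *CRK7*, and whether copies share reads was not tested. With 66.7% of listed genes up-regulated, unrelated pairs would also often be in the same table, so the count is no test of position. *IAA3* was at 113 ± 26.1 RPKM (SD, n = 2) in Col-0 and 31.8 ± 1.57 RPKM (SD, n = 2) in *msil2/4*, and *IAA17*, named after its values were seen, was at 3.48 ± 2.57 RPKM (SD, n = 2) in Col-0 and 11.0 ± 4.82 RPKM (SD, n = 2) in *msil2/4*. *IAA17* had a log2 fold change of 1.49 (standard error 0.56, adjusted p = 0.0419 from limma), and limma called 1 of the pair *IAA17* and *GH3.6* without Col-0 replicate 2, without *msil2/4* replicate 1 or without *msil2/4* replicate 2.

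For some listed genes the held part of Supplementary file 4 gives a protein value, which is the paper's. The protein came from total inflorescence stem extracts, while the mRNA came from the basal section of mature stems. The mRNA values are on the scale of log2(RPKM + 1), which the protein values are not. Sizes and directions are thus set side by side over unlike samples and scales. The dehydration genes *RD29A*, *COR47* and *ERD10* had mRNA log2 fold changes of -2.54, -1.93 and -1.95, and the paper's protein values were -3.15, -1.99 and -1.22. *PER38* had 3.61 and the paper's 5.11, while its neighboring copy *PER37* had 4.76 and the paper's 2.88. Whether this pair shares reads or peptides was not tested. *RPA2A* had 1.59 and the paper's 2.06. Of 36 listed genes with such a value, the protein went in the direction of the mRNA for 30 and in the opposite direction for 6. Proteins were matched by the gene name or locus in the paper's table, so a name shared by different genes could pair them wrongly. A protein p under 0.05 is a looser limit than the paper's, which sets a lower p and a minimum fold change. Of the 27 whose protein p in the paper's table is under 0.05, 25 went in the same direction and 2 in the opposite one. These were *APS3*, which encodes an ATP sulfurylase, with -1.52 for mRNA and the paper's 1.16 for protein, and the pectin lyase-like gene AT5G63180, with 1.94 and the paper's -1.42. *PER33* had 4.95 for mRNA and the paper's 0.26 for protein, with a p of 0.444 in the paper's table. The paper's protein value for MSIL4 was -4.07. Because the table is held in part, these counts need not hold for the rest of it, and no test over these genes was run.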
